# Transcriptional responses of cancer cells to heat shock-inducing stimuli involve amplification of robust HSF1 binding

**DOI:** 10.1038/s41467-023-43157-7

**Published:** 2023-11-16

**Authors:** Sayantani Ghosh Dastidar, Bony De Kumar, Bo Lauckner, Damien Parrello, Danielle Perley, Maria Vlasenok, Antariksh Tyagi, Nii Koney-Kwaku Koney, Ata Abbas, Sergei Nechaev

**Keywords:** Gene regulatory networks, Stress signalling, Transcriptional regulatory elements

## Abstract

Responses of cells to stimuli are increasingly discovered to involve the binding of sequence-specific transcription factors outside of known target genes. We wanted to determine to what extent the genome-wide binding and function of a transcription factor are shaped by the cell type versus the stimulus. To do so, we induced the Heat Shock Response pathway in two different cancer cell lines with two different stimuli and related the binding of its master regulator HSF1 to nascent RNA and chromatin accessibility. Here, we show that HSF1 binding patterns retain their identity between basal conditions and under different magnitudes of activation, so that common HSF1 binding is globally associated with distinct transcription outcomes. HSF1-induced increase in DNA accessibility was modest in scale, but occurred predominantly at remote genomic sites. Apart from regulating transcription at existing elements including promoters and enhancers, HSF1 binding amplified during responses to stimuli may engage inactive chromatin.

## Abstract (web summary)

The authors compare the heat shock response between different cell lines and stimuli and reveal the genome-wide binding of its master transcription factor HSF1 as a platform for context-specific transcription activation.

## Introduction

Transcriptional responses to stimuli involve the binding of sequence-specific factors to DNA to regulate their target genes. The Heat Shock Response (HSR) is an evolutionarily conserved cellular stress defense mechanism that can be triggered by heat and some other stimuli^1–6^, and is frequently active in cancers^4,7^. Even though HSR is recognized to be a complex pathway involving numerous regulatory components^8–11^, the Heat Shock Factor (HSF, HSF1 in mammals) is considered its master regulator. HSF1 is normally found in the cytoplasm^3,12^, but during stress is phosphorylated to translocate into the nucleus and bind to its cognate Heat Shock Response DNA Elements (HREs)^4,13,14^. Foundational work in *Drosophila* demonstrated that HSR involves rapid appropriation of the RNA polymerase II (Pol II) machinery by a handful of Heat Shock Protein (*HSP*) genes, leading to their massive activation at the expense of the rest of the genome^15,16^. Binding to promoters of *HSP* genes to activate their transcription was presumed to be the function of HSF^17–19^. This paradigm has shaped our understanding of transcription and roles of DNA sequence-specific transcription factors in regulation^12,20,21^. However, recent studies revealed that the binding of HSF1 during HSR is not limited to HSP gene promoters, or to promoters at all, but also occurs at thousands of intergenic loci^8,22^. Moreover, HSF1 binding near promoters does not necessarily lead to transcription activation of nearby genes^2,8^. These findings challenged the established relationship between the binding of a transcription factor to its target sites and its function in transcription.

Analysis of the human genome identifies over two hundred and eighty thousand HSF1 binding motifs in the hg19 assembly^23^. In contrast, profiling using Chromatin-Immunoprecipitation Sequencing (ChIP-seq) in human^4,22,24^ or mouse cells^6,8^ finds only on the order of ten thousand peaks per dataset^25^, leaving ample room for transcription factor binding patterns to be flexible. Earlier work reported different HSF1 programs between steady-state cancer cells and noncancerous cells responding to heat^4^. Heat shock in cancer cells was also shown to induce widespread HSF1 binding^22^. However, experimental information on transcription factor binding between cell types or in response to different stimuli remains limited. We therefore performed a side-by-side comparison of HSR induced with different stimuli in distinct ground states. To do so, we subjected distant human cell lines, MCF-7 breast adenocarcinoma and K562 chronic myelogenous leukemia, to two different HSR-inducing stimuli, elevated temperature and arsenic, a toxic metalloid found in soil, air and water, at the ambient temperature^26^.

Here, we show that global HSF1 binding patterns retain cell type specificity under different stimuli and magnitudes of activation. By following the binding of HSF1 along with nascent RNA and chromatin accessibility, we show that HSF1 favors pre-existing open chromatin sites across the genome and that its global binding patterns are more stable than transcription. Apart from context-specific transcription activation of promoters and enhancers, stimulus-induced HSF1 binding may engage inactive chromatin sites.

## Results

### HSF1 binding is a temperature-independent hallmark of HSR

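HSF1 occupancy in MCF7 cells, an estrogen receptor-positive breast cancer line, was measured by ChIP-sequencing, in which the DNA bound by HSF1 is recovered with an antibody and sequenced. Non-heat shock (NHS) cells were untreated and heat shock (HS) cells were kept at 42 °C for 60 min. The Enzo anti-HSF1 antibody gave 3 libraries of NHS and 3 of HS cells, of which the paper used replicates 1 and 2, and the SCBT polyclonal anti-HSF1 antibody gave 2 libraries of each. A pair of ChIP input libraries, whose files hold 895 and 1592 peaks, served here as a control for nonspecific signal. The paper's Reporting Summary states that no input was sequenced for these series and that an earlier input gave fewer than 100 peaks, so the shares of peaks that overlapped an input peak rest on inputs whose relation to the series is not known. The paper describes the libraries of each treatment as independent biological replicates separated in time by several months. The treatment labels deposited for replicate 3 and for the inputs go against their titles, so replicate 3 was mapped by its title and by Supplementary Data 1, and the treatment of the input chromatin was left open.

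The authors trimmed the reads, aligned them to hg19, scaled the HSF1 alignments to the library with the lowest coverage, removed blacklisted regions and PCR duplicates, and called peaks in each library with MACS2 at a q of 0.01 without an input control. The paper states these steps in general. The lists of the polyclonal, replicate 3 and input libraries hold peaks on mitochondrial DNA and the other lists hold none. Whether all lists were filtered alike is therefore not known. The paper's aligned reads in Supplementary Data 1 were 25.8 M, 76.9 M and 115.9 M (M, 1e6 reads) for NHS replicates 1, 2 and 3, and 25.1 M, 44.1 M and 104.4 M for the HS replicates in the same order. They were 11.4 M and 13.5 M for polyclonal NHS, 9.8 M and 11.4 M for polyclonal HS, and 121.8 M and 130.9 M for the inputs. The deposited peak lists hold no read counts, so the depth behind a single peak is unknown. For each peak they give the authors' fold enrichment, which is the signal at the summit over the local background of the same library. This fold was used here to describe and rank peaks, and no difference in the amount of bound HSF1 between libraries was drawn from it.

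Peaks on chromosomes 1 to 22, X and Y were used. Peaks of different libraries were called shared when they overlapped by at least 1 bp, and a merged MCF7 set held the peaks of replicates 1 and 2 present in either of them. A promoter was the interval of 1000 nt on each side of the transcription start site (TSS) of a protein-coding gene, taken for 19856 genes of GENCODE 44. A gene was given the highest fold enrichment among the peaks that overlap its promoter.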

We began by examining MCF7 breast adenocarcinoma cells during temperature-induced Heat Shock Response (HSR) (Fig. 1, Supplementary Data 1, Supplementary Fig. 1a). A 60-min incubation at 42 °C induced a control HSP gene seen as spreading of the Pol II and nascent RNA signal into the gene body (Fig. 1a). 

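*HSPH1*, which encodes a chaperone of the HSP110 family, lies on chromosome 13 of hg19, and its promoter interval runs from 31735041 to 31737040. The summit of its HSF1 peak was at 31736155, at -114 nt from the TSS. The peak had a fold enrichment of 20.3 ± 0.789 (SD, n = 2 replicates) in HS and of 17.4 ± 3.49 (SD, n = 2) in NHS. *HSPD1* and *HSPE1*, the mitochondrial chaperonin and its co-chaperonin, share 1 peak between their start sites, with 18.1 ± 0.182 (SD, n = 2) in HS and 20.1 ± 0.537 (SD, n = 2) in NHS. *HSPA8*, the constitutive HSP70 gene, had a promoter peak with 20.6 ± 1.40 (SD, n = 2) in HS and 17.4 ± 0.297 (SD, n = 2) in NHS. Neither input library had a peak at these promoters. Since each fold is relative to the background of its own library, a similar fold in NHS and HS does not mean an equal amount of bound HSF1.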

HSF1 showed characteristic binding at the *HSPH1* gene promoter near the transcription start site (TSS) (Fig. 1a), similar to that widely observed on HSP genes^4,8^. 

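HS libraries of MCF7 cells held 11435 and 16992 HSF1 peaks in replicates 1 and 2, while NHS libraries held 2455 and 250 peaks. In the section of chromosome 7 drawn in Fig. 1b, which holds 70 protein-coding genes of the annotation used here, 37 and 76 peaks were present in HS against 5 and 1 in NHS. Promoters took 1298 and 1258 of the HS peaks, or 11.4% and 7.40% of each library, and the other HS peaks lay outside promoters. At 566 promoters a peak was present in both HS replicates and in neither NHS replicate. Among those with the strongest HS peaks were *CHD3*, a chromatin remodeler, at 19.0 ± 1.33 (SD, n = 2), and *TRAF3*, an adaptor of TNF receptor signaling, at 17.3 ± 0.130 (SD, n = 2). *PFDN4*, a prefoldin subunit, was the only promoter with a peak in both NHS replicates and in neither HS replicate, at 2.49 and 2.33. These values are near the lowest fold enrichments of the 2 NHS lists, 1.96 and 2.08, and HS replicate 3 had a peak at this location. The other ways to divide the 4 libraries of replicates 1 and 2 into pairs gave at most 24 promoters with a peak in one pair alone.

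The number of peaks was 4.66 and 68.0 times higher in HS than in NHS for replicates 1 and 2, a mean log2 difference of 4.15 (exact permutation test, two-sided, p = 0.333, the smallest p that 2 against 2 libraries allow). Replicate 3 held 47982 peaks in HS and 5434 in NHS, and with it the mean log2 difference was 3.82 (exact permutation test, two-sided, p = 0.1, the smallest p for 3 against 3). Of the HS peaks of replicates 1 and 2, 0.936% and 0.530% overlapped a peak of an input library, against 2.69% and 19.6% of the NHS peaks.

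**Figure D1:**
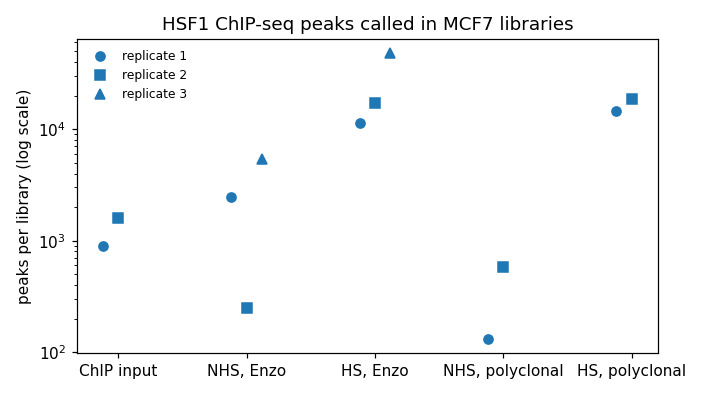
Number of peaks per MCF7 library on a log scale, for ChIP input and for NHS and HS with each anti-HSF1 antibody. Each symbol is 1 library and its shape gives the replicate. With the Enzo antibody the HS libraries sit between 11435 and 47982 peaks, all above the NHS libraries, which sit between 250 and 5434.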

Genome-wide, ChIP-sequencing using a previously validated anti-HSF1 antibody^22^ showed widespread HS-dependent signal at thousands of sites at (+/−1 kb) and outside of annotated gene promoters (Fig. 1b, c), with ~18,000 peaks (*q* < 0.01) identified between independent biological replicates in HS, compared to up to ~2400 peaks before activation (Supplementary Fig. 1b; Supplementary Data 2). 

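With the SCBT polyclonal antibody, *TCP1*, a subunit of the cytosolic chaperonin, had an HS promoter peak with fold enrichments of 30.6 and 28.5 in replicates 1 and 2, and *DNAJB6*, an HSP40 co-chaperone, had 26.0 and 23.6. *BAG3*, an HSP70 co-chaperone, had 24.8 and 20.8. Both genes of inducible HSP70, *HSPA1A* and *HSPA1B*, had HS promoter peaks with this antibody, at 18.7 and 16.6 for *HSPA1A* and 16.4 and 14.3 for *HSPA1B*. These genes are nearly identical in sequence and may share reads. The promoter of *TERT*, the catalytic subunit of telomerase, had an HS peak in both Enzo replicates and in no polyclonal replicate.

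Across the genome, 13659 of the 18099 merged HS peaks of the Enzo antibody overlapped an HS peak of the polyclonal antibody, and 67.2% of the 20421 merged polyclonal peaks overlapped an Enzo peak. Taken per replicate, the share of Enzo peaks found with the polyclonal antibody was 72.6% and 74.4% (SD 1.25, n = 2). The polyclonal libraries held 14629 and 18539 peaks in HS and 131 and 576 in NHS, of which 83.2% and 25.9% of the NHS peaks overlapped an input peak.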

A different anti-HSF1 antibody^4^ showed 75% overlap in peak locations in MCF7 cells (Supplementary Fig. 1c, d). Genome-wide changes for other readouts, however, including transcription itself, were less pronounced. An active promoter histone mark H3K4me3 showed no changes in HS compared to untreated control (non-heat shock, NHS) cells (Fig. 1a, d, Supplementary Fig. 1e). There was even a modest decrease in H3K4me3 signal at the immediate promoter-proximal regions of highly activated genes including *HSP70 (HSPA1B)* (Fig. 1a, Supplementary Fig. 1e), similar to findings in human embryonic stem cells^24^ (Supplementary Fig. 1f) and *Drosophila*^27^, and consistent with earlier reports on nucleosome dynamics^28–30^. Nascent RNA analysis using Precision nuclear Run-On sequencing (PRO-seq) showed 2288 genes upregulated in HS (*p*-adj < 0.05) (Supplementary Data 3). Pol II ChIP-seq and PRO-seq signal was retained at transcription initiation sites both at and outside of promoters (Fig. 1a, d, e, Supplementary Fig. 1g), consistent with ongoing transcription in HS outside of activated genes genome-wide^8,31^.

**Fig. 1:**
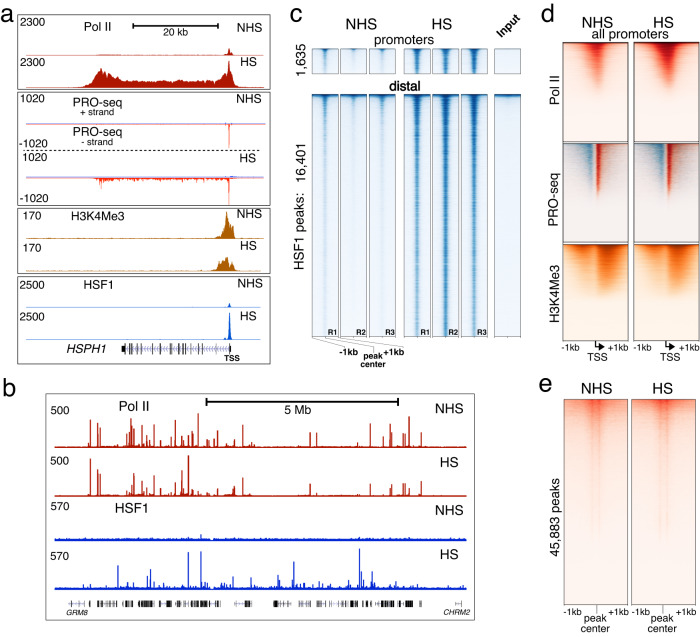
Genome-wide response to HS. **a** UCSC genome browser tracks of ChIP-seq and PRO-seq datasets for MCF7 cells in non-heat shock (NHS) and heat shock (HS) conditions are shown on a HS-inducible gene *HSPH1*. PRO-seq tracks are separated by genomic plus and minus DNA strands. The gene transcription start site (TSS) is indicated. **b** Pol II and HSF1 ChIP-seq tracks for NHS and HS conditions showing a randomly selected section of the genome (hg19, chr7:126M-137M) containing ~75 unique genes. **c** Heatmaps showing HSF1 ChIP-seq signal centered at HSF1 peaks in promoter-proximal and distal regions in NHS and HS conditions, sorted by peak intensity in HS replicate 2 and shown for all individual replicates as well as a ChIP input sample. **d** Heatmaps showing the indicated readouts centered at TSSs for all 23 K promoters. PRO-seq signal is shown in red for the sense strand signal and in blue for signal antisense with respect to genes. **e** Heatmap of PRO-seq signal centered around PRO-seq peaks located outside of gene regions with respect to the plus strand of the genome. The data indicate prevalent pausing at positions on either side approximately 50-nt from the peak center. Heatmaps in (**d**) and (**e**) are sorted by signal intensity in HS samples and all datasets are scaled to their sequencing depths.

Upregulation of *HSP* genes has been previously induced at the ambient temperature in the presence of inorganic arsenic^26^. This prompted us to ask whether arsenic would induce genome-wide HSF1 binding at the ambient temperature in these cells. 

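Arsenic libraries were made from MCF7 cells treated with sodium meta-arsenite (As) for 60 min at 37 °C. The dose is 500 µM in the paper, while the deposited treatment protocol gives 500 mM, and the paper's dose is used here. There were 2 HSF1 ChIP-sequencing libraries with the Enzo antibody, with 36.5 M and 39.6 M (M, 1e6 reads) aligned reads in the paper's Supplementary Data 1. The authors processed them with the same steps as the HS libraries. The files hold 15435 and 11008 peaks with median widths of 371 and 404 bp, and 0.596% and 0.745% of these overlapped an input peak. They were merged, given to promoters and compared with HS and NHS by the same rules, over replicates 1 and 2 of each condition.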

Treatment of MCF-7 cells with sodium meta-arsenite (As) at 37 °C showed transcriptional activation of control HS genes, with the timing and magnitude of mRNA level increase resembling those induced by heat (Fig. 2a, Supplementary Fig. 2a). Like HS, As induced characteristic HSF1 and Pol II binding at *HSPA1B* gene promoter as observed by ChIP-qPCR (Fig. 2b). ChIP-sequencing of As-treated MCF7 cells showed widespread HSF1 binding (Fig. 2c, d, Supplementary Data 2). 

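In the section of chromosome 14 drawn in Fig. 2c around *FOS*, 20 and 11 peaks were present in As replicates 1 and 2, against 16 and 22 in HS and 5 and 0 in NHS. *FOS*, a subunit of the AP-1 transcription factor, had a promoter peak in both As replicates with a fold enrichment of 9.43 ± 1.61 (SD, n = 2) and in both HS replicates with 10.2 ± 1.53 (SD, n = 2), and none in NHS. Its promoter interval runs from 75744531 to 75746530. *JUN*, its AP-1 partner, had 22.8 ± 3.33 (SD, n = 2) in As, 20.6 ± 1.54 (SD, n = 2) in HS and a peak in NHS replicate 1 alone, at 11.8. *HSPA1B* had a promoter peak in both replicates of all conditions, with 15.7 ± 0.756 (SD, n = 2) in As, 16.6 ± 2.56 (SD, n = 2) in HS and 16.2 ± 3.73 (SD, n = 2) in NHS. *HMOX1*, the heme oxygenase induced by oxidative stress, had 6.18 ± 0.386 (SD, n = 2) in As and 5.25 ± 0.614 (SD, n = 2) in HS. *SNAI1*, a repressor of epithelial genes, had no promoter peak in replicates 1 and 2 of any condition.

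The section of chromosome 7 with 70 genes held 68 and 44 peaks in As. As libraries held 13222 ± 3130 peaks (SD, n = 2), which is 6.29 and 44.0 times the NHS number of the same replicate. The number of As peaks was tested together with those of HS and of K562 cells, since 2 against 2 libraries cannot give an exact p below 0.333.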

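Promoter peaks had a higher median fold enrichment than peaks outside promoters in each of the 4 MCF7 libraries. In HS, the median was 8.88 at 1298 promoter peaks and 7.93 at 10137 distal peaks of replicate 1, and 9.33 and 7.72 in replicate 2. In As, it was 8.56 at promoters and 7.79 at distal sites in replicate 1, and 9.00 and 7.48 in replicate 2. The difference between the medians was 0.951 and 1.61 in HS and 0.765 and 1.52 in As, with a permutation p of 1e-05 (two-sided) in each library, the smallest p that the 100000 resamples can give. Ranked by the lower fold enrichment of the replicates, the strongest As promoter peak was at *ACOT7*, an acyl-CoA thioesterase, at 25.8 ± 1.43 (SD, n = 2), and the strongest HS promoter peak was at *TCTN1*, a protein of the primary cilium, at 24.3 ± 0.847 (SD, n = 2). The peaks of a library are not independent replicates, and fold enrichment is not the read density plotted in Fig. 2e.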

HSF1 signal in each treatment at promoters was comparable in intensity, although statistically higher than at distant regions (*p* < 0.0001) (Fig. 2e), with the intensity of HSF1 signal being comparable between HS and As treatments (Supplementary Fig. 2b). Elevated temperature is therefore not a prerequisite for widespread genome-wide HSF1 binding in cancer cells.

**Fig. 2:**
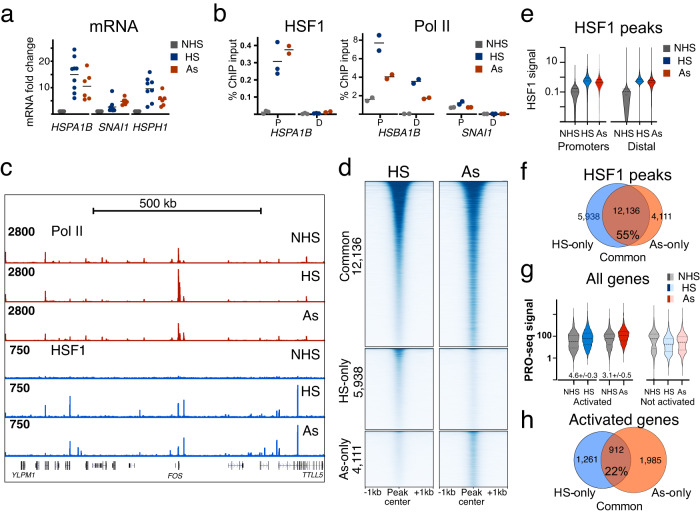
Widespread HSF1 binding is induced by As treatment. **a** RT-qPCR showing fold change for the indicated mRNA transcripts normalized to *GAPDH* in NHS, HS, and As conditions. This information was derived from 9 independent biological replicates (HS) and 6 replicates (As), which are shown individually. The line shows the mean. **b** ChIP-qPCR against HSF1 and RNA Pol II showing fold enrichment over input at promoter and distal regions of *HSPA1B* and *SNAI1* genes in NHS, HS, and As conditions. This information was derived from 3 independent biological replicates for HSF1 and 2 replicates for Pol II. Dots in (**a**) and (**b**) show independent biological replicates. **c** UCSC genome browser tracks showing ChIP-seq signal from RNA Pol II and HSF1 on a ~1 Mb genomic region (hg19, chr14: 75.2 M–76.2 M) surrounding *FOS* gene that is activated in HS. **d** Heat-map of peak-centered MCF7 HSF1 signal in HS and As conditions for peaks common for HS and As, exclusive for HS and exclusive for As. **e** Averaged HSF1 signal (Counts Per Million uniquely mapped reads) from peaks at the promoter (TSS + /−1000) or distal regions at the indicated conditions. Promoter signal was higher than intergenic signal for As (*p* < 0.001) and HS replicates (*p* < 0.045, *p* < 0.0001) based on the Mann–Whitney test. **f** Venn diagram showing the numbers of common and exclusive MCF7 HSF1 peaks between HS and As conditions. The percentage of common peaks among all peaks is shown. **g** PRO-seq gene body signal density for activated and not activated genes in MCF7 cells. Data for this graph were normalized by the sequencing coverage after rRNA removal. Numbers indicate the mean fold activation compared to the same genes in untreated cells, relative to not activated genes, with the range between two biological replicates. PRO-seq counts are log-transformed for violin plots. **h** Venn diagram showing common and treatment-exclusive activated genes. The percentage of commonly activated genes is shown. Source data are provided as a Source Data file.

Comparing HSF1 binding locations between HS and As treatments, the majority of peaks in MCF7 cells overlapped between them (Fig. 2f). Accordingly, sorting all HSF1 peaks by the signal intensity in one treatment retained their ordering in the other (Fig. 2d). 

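At 985 promoters of MCF7 cells an HSF1 peak was present in both HS and both As replicates. Among the strongest were *RANGAP1*, the activator of the Ran GTPase, with a fold enrichment of 24.0 ± 1.04 (SD, n = 2) in HS and 23.7 ± 0.859 (SD, n = 2) in As, and *TCP1*, whose peak lies beside *MRPL18*, with 23.6 ± 0.168 (SD, n = 2) and 24.3 ± 0.492 (SD, n = 2). At 42 promoters a peak was present in both HS replicates and in neither As replicate, such as those of *PABPC4L* at 16.7 ± 1.44 (SD, n = 2), *CS*, the mitochondrial citrate synthase, at 10.6 ± 0.927 (SD, n = 2), *TERT* at 9.98 ± 0.116 (SD, n = 2) and *PLK2*, a polo-like kinase, at 8.40 ± 0.102 (SD, n = 2). At 208 promoters the peak was present in both As replicates and in neither HS replicate. These included *SPIN1* at 19.7 ± 0.431 (SD, n = 2), *PPP3R1*, the regulatory subunit of calcineurin, at 13.6 ± 3.95 (SD, n = 2), *HAT1*, a histone acetyltransferase, at 13.2 ± 1.81 (SD, n = 2) and *HDAC4*, a histone deacetylase, at 11.6 ± 1.84 (SD, n = 2). HS replicate 3, which the paper did not use in its main analyses, had a peak at each of these 4 As promoters, at 13.4 for *SPIN1*, 9.81 for *PPP3R1*, 7.23 for *HAT1* and 7.76 for *HDAC4*. The other ways to divide the 4 libraries into pairs gave at most 101 promoters with a peak in one pair alone.

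Over all locations, 12153 of the 18099 merged HS peaks overlapped a peak of the 16273 merged As peaks, which is 54.7% of all peaks when the 5946 HS-only and 4113 As-only peaks are counted. Replicate 1 alone gave 50.1% and replicate 2 alone 49.2% (SD 0.595, n = 2). With HS replicate 3 added to the merged HS set the value was 31.8%. Summits of peaks shared by an HS and an As library were 21 to 24 bp apart in the median. At promoters, 1452 had a peak in both merged sets, 232 in HS alone and 722 in As alone, so that 60.3% were common. Together with the lower overlap of activated genes, the paper concludes from these overlaps that HSF1 binding patterns are more stable between stimuli than transcription outcomes.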

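*TCTN1*, whose promoter peak ranked 6 and 2 by fold enrichment among all HS peaks of replicates 1 and 2, ranked 2 and 14 among all As peaks. The *RANGAP1* peak ranked 10 and 7 in HS and 39 and 8 in As, and the peak shared by *TCP1* and *MRPL18* ranked 33 and 4 in HS and 28 and 3 in As. Peaks found in both treatments had higher fold enrichments than peaks found in one, with medians of 8.74 and 6.38 in HS replicate 1, 8.97 and 6.39 in HS replicate 2, 8.99 and 6.14 in As replicate 1 and 8.09 and 6.00 in As replicate 2. At peaks shared by an HS and an As library of MCF7 cells, Spearman's rho of fold enrichment across peaks was 0.674 ± 0.0129 (SD over the 4 pairs of libraries). For replicates of the same treatment and line it was 0.811 ± 0.0420 (SD over 4 pairs). Between 1.26% and 1.54% of the shared peaks moved from the top quartile in one treatment to the bottom quartile in the other or the reverse. Peaks are not independent replicates, so no p is given for these correlations.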

All groups of peaks were dominated by the cognate HRE DNA sequence motifs (Supplementary Fig. 2c). 

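A heat shock element (HRE) lay within 100 bp of the summit at 79.2% of the 12153 peaks common to HS and As, at 59.2% of the HS-only peaks and at 73.4% of the As-only peaks of MCF7 cells. The element searched for was 3 alternately inverted GAA units, each 2 bp from the next, over 13 bp and on either strand, with at most 1 mismatch in its 9 fixed bases. The Wilson 95% intervals were 78.5% to 79.9%, 58.0% to 60.5% and 72.0% to 74.7%. Windows moved by 1000 bp held the element at 592 of the common, 327 of the HS-only and 222 of the As-only peaks. Without a mismatch, the element was present at 43.2% of the common and 43.7% of the As-only peaks, and at 15.0% of the HS-only peaks. HS-only peaks thus had the element less often than As-only peaks (odds ratio 0.528, Fisher's exact test across peaks, two-sided, p = 7.5e-49). The intervals and tests cover counting error only, since peaks are not independent replicates.

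**Figure D2:**
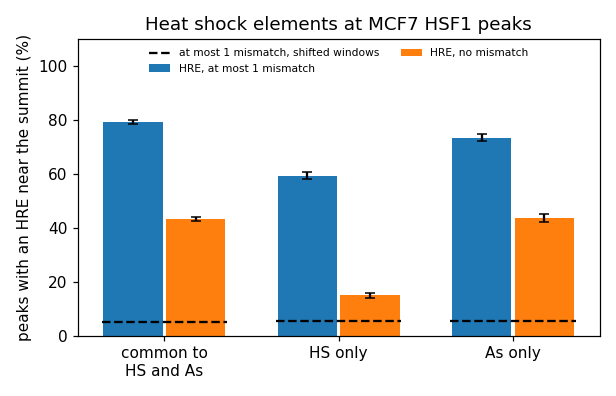
Share of MCF7 peaks in percent with an HRE within 100 bp of the summit, for peaks common to HS and As, HS-only peaks and As-only peaks. Bars give the share with at most 1 mismatch and with no mismatch, error bars the Wilson 95% interval, and dashed lines the share in windows moved by 1000 bp. The HS-only peaks have the lowest bars, at 59.2% and 15.0%.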

Examining nascent transcription in PRO-seq datasets, As showed robust activation (2974 genes, *p*-adj < 0.05, Supplementary Data 3). Genes commonly activated in HS and As were enriched in stimulus-response categories including classic *HSP* genes (Supplementary Data 4). Genes activated only in HS did not fall into specific categories, while genes activated only in As, based on fold-overrepresentation, were enriched for responses to metal ions (Supplementary Data 4). The fold gene activation was modestly higher in HS than As treatments in our hands (Fig. 2g), with As-induced transcription reaching saturation in titration experiments (Supplementary Fig. 2d). Comparing HSF1 binding and gene activation, HSF1 peaks showed a higher overlap between treatments than did transcriptionally activated genes (Fig. 2f, h), with only about a fifth of activated genes being in common between treatments. This persisted under increased stringency of calling HSF1 peaks or activated genes (Supplementary Fig. 2e). 

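Limiting MCF7 peaks to those present in both replicates left 10297 HS and 10156 As peaks. Of these, 7275 were common, 3022 were found in HS alone and 2879 in As alone, so that 55.2% were common. With peaks of a q of 1e-05 or less in either replicate, 11838 peaks were common, 5850 were HS-only and 3872 were As-only, or 54.9% common. With both limits together, 7129 peaks were common. At the stricter q, 44 promoters had a peak in both HS replicates and in neither As replicate, and 211 the reverse. These values cover peak locations alone, and the stringency of calling activated genes was not analysed here.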

Taken together, widespread HSF1 binding is a temperature-independent hallmark of HSR whose genome-wide patterns are more stable between stimuli than transcription outcomes.

### Common HSF1 binding and variable transcription activation

Two treatments inducing widespread HSF1 binding allowed us to probe the relationship between HSF1 promoter binding and gene transcription. 

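All 10 chaperonin genes, which encode the mitochondrial HSP60 and HSP10 proteins and the subunits of the cytosolic TRiC complex, had a promoter peak in HS and in As of MCF7 cells (adjusted p = 4.5e-10 and 3.5e-09, two-sided Fisher's exact test against all other promoters). Of 16 HSP70 and HSP110 genes, 9 had a peak in HS and 10 in As (adjusted exact p = 5.9e-06 and 4.7e-06), such as *HSPA4* at 21.0 ± 1.40 (SD, n = 2) and *HSPA4L* at 21.3 ± 2.17 (SD, n = 2) in HS. Of 12 genes of HSP90 and its co-chaperones, 8 had a peak in either treatment (adjusted exact p = 4.6e-06 and 2.3e-05), among them *PTGES3* at 23.0 ± 1.91 (SD, n = 2) and *CHORDC1* at 22.3 ± 1.16 (SD, n = 2) in HS. Of 18 HSP40 and BAG co-chaperones, 11 had a peak in either treatment (adjusted exact p = 1.7e-07 and 2.2e-06), including *DNAJB5* at 22.7 ± 1.21 (SD, n = 2) and *BAG3* at 22.1 ± 1.22 (SD, n = 2) in HS. Of 10 small heat shock proteins, 2 had a peak, *HSPB1* at 19.8 ± 0.0559 (SD, n = 2) and *HSPB8* at 13.4 ± 1.01 (SD, n = 2) in HS, which did not pass the test (adjusted exact p = 0.329 in HS and 0.471 in As). Of 34 ubiquitin and proteasome genes, 6 had a peak in HS and 7 in As, such as the polyubiquitin gene *UBB* at 16.8 ± 1.23 (SD, n = 2) and the proteasome subunit *PSMC5* at 15.0 ± 1.31 (SD, n = 2) in HS (adjusted exact p = 0.121 and 0.168).

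Immediate early and AP-1 genes had a peak at 5 of 20 promoters in HS and 6 in As (adjusted exact p = 0.0552 and 0.0434), among them *IER5* at 15.0 ± 0.576 (SD, n = 2) in HS and *EGR2* at 14.1 ± 1.96 (SD, n = 2) in As. Of 20 genes of the response to metals and oxidative stress, 1 had a peak in HS and 2 in As. Luminal breast genes had a peak at 3 of 16 promoters in HS, none of them in both replicates. In As they had a peak at 1, that of *FOXA1*, a luminal transcription factor, at 6.20 and 5.00 in its replicates. Erythroid and myeloid genes had a peak at 1 of 20 promoters in each treatment, in neither case in both replicates. Cytosolic ribosomal protein genes had a peak at 0 of 18 in HS and 3 in As, 1 of them in both replicates, and 8 markers of other cell types at none. The adjusted exact p of these 5 groups was 0.250 or higher in both treatments, over 72 tests of 12 gene groups in 6 conditions, and peaks shared by neighboring genes count for each gene.

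Over all 19856 promoters, 1684 had an HS peak and 2174, or 10.9%, had an As peak, against 639, or 3.22%, with an NHS peak. In single libraries the share was 7.21% and 6.97% in HS and 10.6% and 7.37% in As. These shares are over GENCODE genes, a different set of promoters from that of the paper.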

Approximately 8% of all gene promoters contained HSF1 peaks (Fig. 3a). For activated genes, the fraction of promoters with HSF1 peaks was at least 2-fold higher (Fig. 3b), broadly implicating HSF1 binding in gene activation. 

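Of the 23 HSP genes that Supplementary Fig. 3a lists for MCF7 cells, 16 had a promoter peak in both treatments. *HSPB1*, the small heat shock protein HSP27, had 17.9 ± 0.0428 (SD, n = 2) in As. *HSPA6*, a strictly inducible HSP70 gene, had 17.7 ± 1.60 (SD, n = 2) in HS and 18.3 ± 0.0467 (SD, n = 2) in As. *HSP90AA1*, the inducible HSP90 gene, had 15.8 ± 0.383 (SD, n = 2) in HS and 15.2 ± 0.558 (SD, n = 2) in As, and *HSP90AB1*, its constitutive paralog, had 12.8 ± 1.08 (SD, n = 2) and 12.7 ± 0.635 (SD, n = 2). *HSPA14* had a peak in As alone, at 7.34 ± 1.03 (SD, n = 2). No promoter peak was found in either treatment at 6 of the genes, *HSP90AB4P*, *HSPA12A*, *HSPA12B*, *HSPA7*, *HSP90B1* and *HSPB11*. Transcription of these genes was not analysed here.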

Known HSP genes showed HSF1 binding and transcription activation similar to previous reports in human and mouse cells^2,8,22^, with most of these genes activated in both treatments (Supplementary Fig. 3a). Outside of HSP genes, however, a majority of genes were activated in the absence of HSF1 binding (Fig. 3b) and, accordingly, most HSF1 binding at promoters was not associated with gene activation (Fig. 3c). These observations are consistent with previous work in HS^2,8^ and reinforce the notion of the overall disconnect between HSF1 binding and nearby gene transcription. To gain insight into possible reasons behind this disconnect, we compared HSF1 binding on activated versus not activated genes. While HSF1 peaks did show higher HSF1 signal at promoters of activated genes (Fig. 3d), transcription fold-activation was similar for genes activated with and without HSF1 (Fig. 3e). Promoters containing HSF1 showed a higher overlap between treatments regardless of gene activation status (Supplementary Fig. 3c, d). Surprisingly, the difference between HSF1-bound and unbound promoters was in basal transcription in NHS cells, which was higher for genes whose promoters would bind HSF1 in HSR than those that would not. This held true for activated (Fig. 3e) and not activated genes alike (Fig. 3f). HSF1 thus favors basally active promoters regardless of whether the genes are activated in HSR or not.

**Fig. 3:**
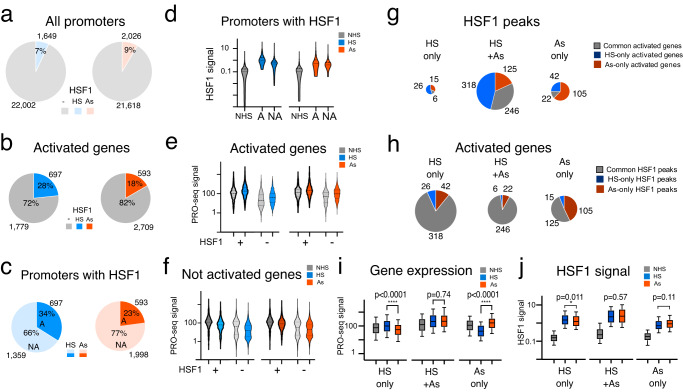
HSF1 promoter binding and gene activation. Pie charts show the numbers and fractions of promoters with or without HSF1 peaks within +/1 kb interval for **a** all 23 K promoters and **b** promoters of activated genes. **c** Pie charts show the numbers and proportion of promoters containing HSF1 within +/−1 kb from the TSS for genes that are transcriptionally activated in the same treatment (darker color) or not activated (lighter color). **d** HSF1 peak signal for genes containing HSF1 peaks at promoters as in (**c**) for activated (A) and not activated (NA) genes, shown in a truncated violin plot. **e**, **f** Gene expression signal based on PRO-seq gene body count density for genes with (+) and without (-) HSF1 peaks at promoter regions (+/−1 kb from the gene TSS). Shown are activated genes (**e**) and not activated genes (**f**). PRO-seq counts are log-transformed for violin plots. **g** HSF1 binding and gene activation between treatments. Common and treatment-unique HSF1 peak categories are indicated in pie charts scaled to the number of genes, with slices indicating common (grey) or treatment-unique activated genes (blue for HS and red for As). **h** Distribution of HSF1 peaks among genes activated in both (HS+As) treatments or uniquely in each treatment. Slices indicate common (grey) or treatment-unique HSF1 peaks at promoters. **i** Gene expression based on PRO-seq read density for gene groups in (**h**) for HS only (386 genes), HS + AS common (274 genes) and As only genes (245 genes). **j** HSF1 peak signal at NHS, HS, and As conditions for the same genes shown in (**h**) and (**i**). Box plots show medians, upper and lower quartiles, with whiskers indicating 10-90 percentiles. Statistical significance is calculated based on two-tailed *p*-value using Mann–Whitney test. Source data are provided as a Source Data file.

We next examined a subset of ~900 activated genes that showed HSF1 peaks at their promoters. A vast majority of HSF1 peaks at promoters of genes activated exclusively in one treatment were common between treatments (Fig. 3g). HSF1 peaks unique to each treatment were relatively few, but were enriched in genes activated in the same treatment (HS-only and As-only, Fig. 3g). Pivoting the data to view activated genes, we noted no enrichment of HS-specific HSF1 peaks at genes activated in HS (Fig. 3h). We did note that 43% of As-exclusive activated genes were associated with As-only HSF1 promoter peaks (Fig. 3h), indicating that HSF1 can bind and potentially function at new sites outside of a generic response to temperature. However, As-exclusive activation involved a modest number of genes, and a vast majority of activated genes were associated with common HSF1 binding (Fig. 3h). Despite the differences in transcriptional outcomes, HSF1-bound genes activated exclusively in HS or in As did not show significant differences in HSF1 binding intensity by stringent criteria (*p* = 0.011) (Fig. 3i, j) and no difference in binding positions (Supplementary Fig. 3e). Taken together, comparison of two HSR-inducing stimuli points to widespread decoupling of HSF1 binding and gene activation, with context-specific transcription predominantly associated with common HSF1 binding.

### Distinct HSF1 patterns between cell lines

Having compared HSR in MCF7 cells induced with HS or As, we applied the same two stimuli to cells of an unrelated origin. K562 is a Tier I ENCODE leukemia cell line that has been previously examined for rapid responses to heat^22^. Both MCF7 and K562 cells responded to HS or As by upregulating control genes (Figs. 4a, 2a). 

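K562 cells, which carry the BCR-ABL fusion and have erythroid features, gave 2 HSF1 ChIP-sequencing libraries each for NHS, HS and As with the Enzo antibody, treated at the same temperatures, times and arsenite dose as MCF7 cells. Aligned reads in the paper's Supplementary Data 1 were 38.8 M and 48.3 M (M, 1e6 reads) in NHS, 41.5 M and 47.2 M in HS, and 21.4 M and 52.5 M in As. The authors' steps were those used for MCF7 cells. A merged K562 set of HS or As held the peaks present in both replicates, as the paper's methods state, which is a stricter rule than the one for MCF7 cells. NHS peaks were merged over either replicate in both lines. The files hold 1553 and 7793 peaks in NHS, 32504 and 56282 in HS and 12942 and 42701 in As. Between 0.149% and 1.93% of the peaks of a K562 library overlapped a peak of the MCF7 input libraries, and no K562 input was used here.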

Genome-wide, HS treatment of K562 and MCF7 cells activated over a thousand genes (1760 and 2288, respectively) (Supplementary Data 4), with 70% of upregulated genes (546 out of 778 genes) from an existing K562 HS dataset, including all HSP genes, overlapping with our K562 HS treatment^31^ (Supplementary Fig. 3b). 

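K562 cells had HSF1 promoter peaks at all 10 chaperonin genes in HS and in As (adjusted p = 1.6e-08 and 2.1e-10, two-sided Fisher's exact test), such as *CCT4* at 21.7 ± 0.0752 (SD, n = 2) in HS and *CCT7* at 20.9 ± 0.0363 (SD, n = 2) in As. HSP70 and HSP110 genes had a peak at 10 of 16 promoters in HS and 9 in As, HSP90 genes and co-chaperones at 9 of 12 in both, and HSP40 and BAG co-chaperones at 11 of 18 in HS and 12 in As, with an adjusted exact p (two-sided) of 2.7e-05 or lower in each. Small heat shock proteins had a peak at 4 of 10 promoters in both, which passed the test in As (adjusted exact p = 0.0126, two-sided) and not in HS (adjusted exact p = 0.0833, two-sided). In As, only 2 of these 4, *HSPB1* and *CRYAB*, had a promoter peak in each replicate, while the merged peak reached *HSPB2* and *HSPB9* through 1 replicate alone. Immediate early and AP-1 genes had a peak at 7 of 20 promoters in As (adjusted exact p = 0.00124) and 6 in HS (adjusted exact p = 0.0894), of which 6 and 4 had one in each replicate, such as *FOSB* at 14.4 ± 0.308 (SD, n = 2) in HS. Of the metal and oxidative stress genes, 4 of 20 had a peak in HS and 3 in As. The metallothionein gene *MT1X* had an As peak at 13.2 ± 6.42 (SD, n = 2) and none in HS. Erythroid and myeloid genes had a peak at 6 of 20 promoters in HS, 5 of them in each replicate, and 2 in As, among them *TFRC*, the transferrin receptor, at 14.0 ± 3.44 (SD, n = 2) in HS. Ubiquitin and proteasome genes had 9 of 34 in HS and 6 in As, ribosomal protein genes 2 and 1 of 18, luminal breast genes 1 of 16 in both, and markers of other cell types 1 of 8 in HS, the T cell gene *CD3E*, and none in As. The adjusted exact p of these 5 groups and of the metal genes was 0.0847 or higher.

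In the section of chromosome 9 drawn in Fig. 4c, which holds 83 protein-coding genes, K562 libraries had 72 and 110 peaks in HS, 39 and 107 in As and 6 and 37 in NHS. MCF7 libraries had 38 and 40 in HS, 42 and 36 in As and 6 and 0 in NHS. The number of K562 peaks in HS was 20.9 and 7.22 times the NHS number for replicates 1 and 2, and in As 8.33 and 5.48 times. Over both lines, the 8 stimulated libraries had a mean log2 number of peaks that was 3.65 higher than that of the 4 NHS libraries (exact permutation test within cell line, two-sided, p = 0.00444). Without one of the replicates the log2 difference was 3.08 to 4.21, and the smallest exact p that design allows is 0.111.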

HS and As induced HSF1 activation (Fig. 4b) and widespread DNA binding in both cell lines (Fig. 4c, d, Supplementary Data 2), indicating that temperature independence of genome-wide HSF1 binding is not confined to a particular cell type.

**Fig. 4:**
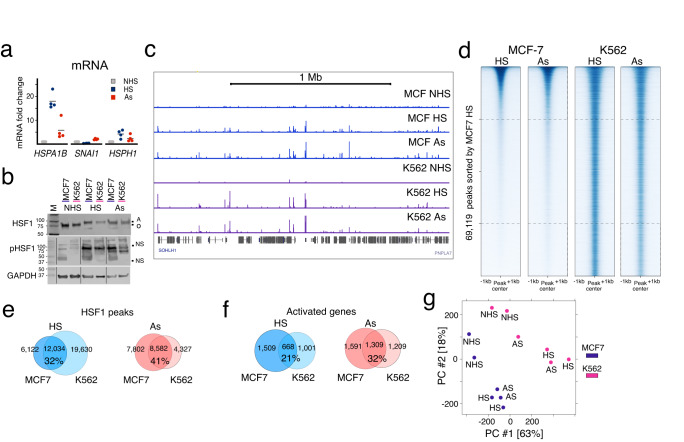
Cell type specificity of genome-wide HSF1 binding under different stimuli. **a** RT-qPCR showing fold-change of indicated mRNAs compared to *GAPDH* in K562 cells. This information was derived from 4 independent biological replicates. **b** Western Blot showing pan HSF1 and phosphorylated HSF1 (pHSF1) in indicated conditions in MCF7 and K562 cells. GAPDH is used as a loading control. NS represents non-specific bands. A and O represent active (phosphorylated) and inactive forms of HSF1 distinguished by different mobility on SDS gels. Numbers indicate marker band molecular sizes in kDa. Images for the GAPDH and pHSF1 blot, provided in the Source Data file, were digitally shifted to remove empty wells as indicated by vertical black lanes. Pan HSF1 and pHSF1 blots were run on separate gels. This experiment has been repeated twice with similar results. **c** UCSC browser shot showing MCF7 (blue) and K562 (purple) HSF1 ChIP-seq tracks from a randomly selected portion of the genome (chr9: 138.5 M–140.5 M) containing ~100 uniquely named genes. **d** HSF1 peak signal (+/−1 kb from peak center) in MCF7 and K562 cells shown in heatmaps sorted by MCF7 HS signal. Dashed lines indicate top and bottom quartiles. **e** Venn diagrams showing the overlap between HSF1 peaks in HS (blue) and As (red) treatments between MCF7 and K562 cells. The percentage of common peaks among all peaks is shown. **f** Venn diagram showing activated genes in HS (blue) and As (red) conditions in MCF7 and K562 cells. **g** PCA plot of HSF1 peaks in MCF7 (purple) versus K562 (pink) cells shown for each condition per replicate. Source data are provided as a Source Data file.

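At 94 promoters an HSF1 peak was present in both MCF7 HS libraries and in neither K562 HS library. *DNAJA4*, an HSP40 co-chaperone, had a fold enrichment of 21.2 ± 2.08 (SD, n = 2), *CGAS*, the cytosolic DNA sensor, 19.8 ± 1.95 (SD, n = 2), *AGR3*, a protein disulfide isomerase of breast epithelium, 17.5 ± 0.0554 (SD, n = 2), and *PRLR*, the prolactin receptor, 13.4 ± 0.139 (SD, n = 2). At 1309 promoters the peak was in both K562 and in neither MCF7 library. *HSPB9*, a small heat shock protein, had 22.6 ± 0.771 (SD, n = 2), *SPN*, the leukocyte sialophorin, 18.9 ± 0.174 (SD, n = 2), *LDHB*, a lactate dehydrogenase subunit, 18.7 ± 0.878 (SD, n = 2), and *ALDH1A2*, an enzyme of retinoic acid synthesis, 16.6 ± 0.489 (SD, n = 2). MCF7 HS replicate 3 had a peak at these 4 K562 promoters, at 18.1 for *HSPB9*, 3.23 for *SPN*, 5.14 for *LDHB* and 5.00 for *ALDH1A2*. The promoter interval of *HSPB9* (TSS 40274822) overlaps that of *KAT2A* (TSS 40273385) on chromosome 17. *KAT2A* had a promoter peak in every HS and As library of both lines, with a lowest fold enrichment of 20.6. Whether the *HSPB9* peak is particular to K562 cells is therefore not known. All 4 HS libraries had a peak at 974 promoters, and the other ways to divide them into pairs gave at most 66 promoters with a peak in one pair alone. The K562 HS lists were longer, with 32504 and 56282 peaks against 11435 and 16992 in MCF7 cells. These promoter counts were not run with lists of equal length, so list length and cell line cannot be told apart in them. In As, 143 promoters had a peak in MCF7 cells alone and 302 in K562 cells alone, 445 together, while another division gave 371.

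Over all locations, 12019 peaks were common to both lines in HS, 6080 were found in MCF7 cells and 19834 in K562 cells alone, so that 31.7% were common. In As, 8565 peaks were common, 7708 were MCF7-only and 4292 K562-only, or 41.6% common. Within K562 cells, 12158 peaks were common to HS and As, or 37.4% of all. Replicate 1 alone gave 21.8% for HS of both lines, 41.4% for As of both lines and 36.8% for HS and As of K562 cells, and replicate 2 alone gave 21.7%, 21.2% and 55.0%. With the merging rules of the lines exchanged, HS of both lines had 13.9% in common and As of both lines 19.9%.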

The overlap in HSF1 peak locations between the two cell lines was lower than that between treatments (Fig. 4e, Fig. 2), consistent with cell type specificity of HSF1 binding. However, the overlaps between HSF1 peaks were still higher than between activated genes (Fig. 4e, f), consistent with higher conservation of HSF1 binding than transcriptional responses. Comparing HSF1 signal across all datapoints showed clear rank-ordering by the cell type (Fig. 4d) and more extensive changes between cell types than between treatments (Supplementary Fig. 4a, b). 

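*TCTN1* had a strong promoter peak in HS and As of both lines, with fold enrichments of 25.0 ± 0.701 (SD, n = 2) in K562 HS and 24.1 ± 1.80 (SD, n = 2) in K562 As. *CCDC117*, the strongest K562 As promoter by the lower of its replicates, had 23.5 ± 0.156 (SD, n = 2) there and 23.1 ± 2.92 (SD, n = 2) in MCF7 As. At peaks shared by 2 libraries, Spearman's rho of fold enrichment across peaks was 0.396 ± 0.0682 (SD over 4 pairs) between HS libraries of the lines and 0.503 ± 0.0422 (SD over 4 pairs) between As libraries of the lines. Between HS and As of K562 cells it was 0.615 ± 0.0510 (SD over 4 pairs). Peaks that moved between the top and the bottom quartile made up 4.34% to 6.56% of the shared peaks for HS of the lines and 3.26% to 4.66% for As of the lines, against 1.41% to 2.58% for HS and As of K562 cells. With the 8 stimulated libraries divided by cell line, rho within groups was 0.264 higher than between groups, more than for any of the other 34 ways to divide them into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest p of 35 splits). Divided by stimulus, the difference was 0.0358 (exact permutation test, one-sided, p = 0.229). These splits take each library as independent. Rho was not run with the replicate number as a block, under which the split by cell line in peak overlap gave p = 0.111 (exact permutation test, one-sided).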

By Principal Component Analysis (PCA), individual datasets also separated by the cell type (Fig. 4g)^32^. This separation was preserved under different magnitudes of HSR activation (Supplementary Fig. 4c) and when a subset of high confidence common peaks was used (Supplementary Fig. 4d). 

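HSF1 peaks of one cell line were found in all 4 stimulated libraries of that line and in none of the other at 3810 of 68692 sites, 756 of them in MCF7 cells and 3054 in K562 cells. With lists of equal length such sites numbered 2785, which were not counted for each line apart. By stimulus, 165 sites were exclusive, 162 of them to HS and 3 to As, and 4764 sites were present in all 8 libraries. HS libraries of MCF7 and K562 cells shared fewer peak locations in the mean than HS and As libraries of one line. The Jaccard index, which is the number of shared locations over all locations of both libraries, was 0.512 ± 0.0186 (SD over 4 pairs) for HS and As of MCF7 cells and 0.410 ± 0.144 (SD over 4 pairs) for HS and As of K562 cells. It was 0.222 ± 0.0633 (SD over 4 pairs) for HS of both lines, while pairs of As libraries of both lines, at 0.212 to 0.414, overlapped the range of HS and As of K562 cells, 0.227 to 0.551.

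Divided by cell line, the 8 libraries had a mean index of 0.479 within groups and 0.263 between groups, a difference of 0.215 (exact permutation test, one-sided, p = 0.0286, the smallest p of 35 splits). The Reporting Summary lists the libraries of each line and replicate number as 1 treatment series, and with the replicate number as a block the difference was 0.216 (exact permutation test, one-sided, p = 0.111, the smallest p of that design). Divided by stimulus, the difference was -0.00302 (exact permutation test, one-sided, p = 0.4). With every list shortened to its 11008 peaks of lowest q, the difference by stimulus became 0.0580 (exact permutation test, one-sided, p = 0.0571). From the separation of the datasets by cell type, the paper reasons that differences in HSF1 binding intensity can account for cell type-specific binding patterns.

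**Figure D3:**
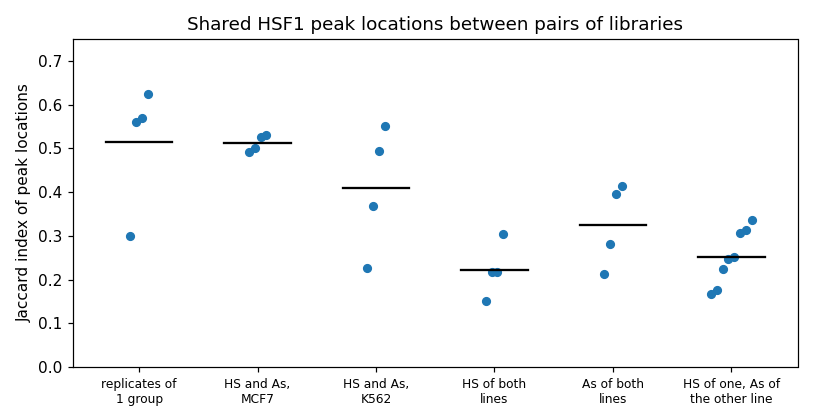
Jaccard index of peak locations for each pair of the 8 stimulated libraries, grouped by what the pair shares. Each point is 1 pair of libraries and each line is the mean. The pairs of HS libraries from both lines have a mean of 0.222, below the 0.512 of HS and As libraries of MCF7 cells.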

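The 4764 sites with a peak in all 8 stimulated libraries include the promoters of *NUCB1*, *NOP58* and *P4HA2*, whose lowest fold enrichments over the 8 libraries were 21.1, 20.8 and 21.4. *P4HA2* encodes a collagen prolyl hydroxylase and *NOP58* a nucleolar protein of ribosomal RNA modification. Across these common sites, Spearman's rho of fold enrichment between libraries was 0.738 ± 0.0259 (SD over 4 pairs) for HS and As of MCF7 cells, 0.626 ± 0.102 (SD over 4 pairs) for HS and As of K562 cells and 0.422 ± 0.128 (SD over 4 pairs) for HS of both lines. Divided by cell line, rho was 0.728 within groups and 0.410 between groups, a difference of 0.318 (exact permutation test, one-sided, p = 0.0286, the smallest p of 35 splits). Divided by stimulus, the difference was 0.0481 (exact permutation test, one-sided, p = 0.257). These splits take each library as independent. Unlike the Jaccard index, rho at the common sites was not run with the replicate number as a block.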

Differences in HSF1 binding intensity can thus account for cell type-specific binding patterns.

### Global connection between HSF1 binding and nascent transcription

Even though over 80% of all HSF1 peaks were found within intergenic regions, their density was several-fold higher at gene promoters despite the lack of enrichment of HRE sequence elements (Fig. 5a). 

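HSF1 peaks were 6.53 times as frequent at promoters as the share of the genome in promoters would give in MCF7 HS, and 9.28 times in MCF7 As. In K562 cells they were 5.93 times as frequent in HS and 7.83 times in As. A peak counted from an overlap of 1 bp, while the expected number takes each peak as a point. These ratios are therefore too high by an amount that grows with peak width, whose median was 363 and 408 bp in the MCF7 HS libraries. Outside promoters lay 91.5% of the MCF7 HS peaks, of which 8590 were in gene bodies and 7976, or 44.1% of all, between genes. In K562 HS, 92.3% lay outside promoters and 44.0% between genes. The HRE with at most 1 mismatch occurred 955784 times in the genome and was 0.712 times as frequent in promoters as in the genome as a whole, and the HRE with no mismatch 0.886 times. Promoter peaks of MCF7 HS had an HRE within 100 bp of the summit at 51.2% of 1533 peaks, against 74.6% of 16566 peaks outside promoters (odds ratio 0.357, Fisher's exact test across peaks, two-sided, p = 6.1e-78).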

Given that most HSF1 binding at promoters did not activate transcription (Fig. 3c)^8^, we asked to what extent HSF1 binding associated with gene activation is conserved between distant cell lines. HSF1 showed higher enrichment at promoters of genes activated in both cell lines than at those activated exclusively in one, with about half of promoters for genes commonly activated between the cell lines containing HSF1 peaks (Fig. 5b). These commonly activated genes included the known heat shock response genes harboring peaks with the highest signal (Supplementary Data 5). However, this group makes only a modest fraction of genes activated between these two cell lines (Figs. 5b, 4f, Supplementary Fig. 3a), so that the strong connection between HSF1 binding and transcription activation on these genes is effectively diluted when viewed genome-wide (Fig. 5b, c).

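HSP genes that the paper marks as bound in both treatments ranked high among the promoters with an HSF1 peak. For the 16 HSP genes that Supplementary Fig. 3 marks as bound in both treatments of at least 1 line, the median percentile of fold enrichment among promoters with a peak was 87.8 and 87.1 in MCF7 HS and 83.3 and 90.6 in MCF7 As. The same 16 genes had 84.9 and 76.8 in K562 HS and 79.2 and 76.1 in K562 As, over the genes with a peak, 14 of them in each MCF7 library and 14 to 16 in a K562 library. Of the 22 HSP genes that Supplementary Fig. 3b lists for K562 cells, 18 had a promoter peak in both treatments, such as *HSPA9*, the mitochondrial HSP70, at 16.7 ± 0.144 (SD, n = 2) in HS and 17.2 ± 0.411 (SD, n = 2) in As. *HSPA8* had 18.6 ± 1.14 (SD, n = 2) in K562 HS, *HSPH1* 16.6 ± 3.69 (SD, n = 2) and *HSPA1A* 10.1 ± 1.86 (SD, n = 2). The 16 genes were chosen as bound in both treatments of these data, so HSP genes with a peak in 1 treatment were left out. Peaks common to HS and As ranked above exclusive peaks in every stimulated library, with median percentiles of 57.2 and 27.0 in MCF7 HS replicate 1. Part of the high rank may therefore follow from that choice. The activated genes of Supplementary Data 5 were not analysed here.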

**Fig. 5:**
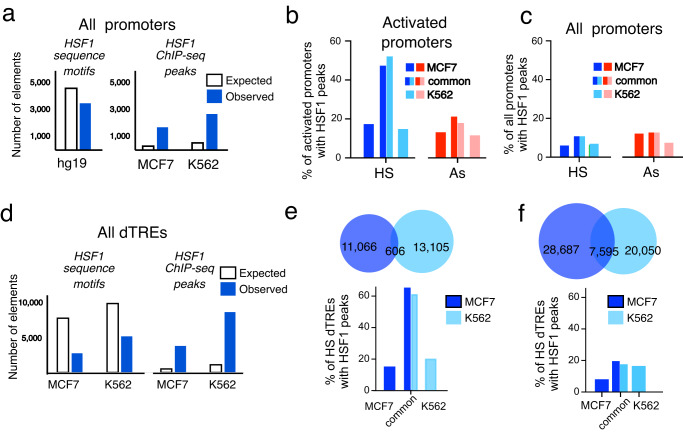
Genome-wide disconnect between HSF1 binding and transcriptional activation. **a** The numbers of observed HSF1 sequence motifs and ChIP-seq peaks in the vicinity of promoter regions (blue) compared with motifs and peaks in these regions expected at random (white). Observed motifs are based on homer’s findmotif output for hg19 genome +/−1 kb from the TSSs. Expected motifs are calculated assuming even distribution of the same number of HSF1 sequence motifs (~ 286 K) and HSF1 peaks (~ 18 K) across the genome. **b** Fractions of activated promoters in HS (blue) and As (red) in MCF7 (dark blue, dark red) and K562 (light blue, light red) cells. Approximately 50% (in HS) and 20% (in As) of commonly activated genes showed HSF1 at their promoters. **c** Fractions of HSF1 peaks at all gene promoters in HS (blue) and As (red) in MCF7 (dark blue, dark red) and K562 (light blue, light red) cells, at promoters common to both or exclusive to each cell line. **d** The expected and observed numbers of HSF1 sequence motifs and ChIP-seq peaks are shown around dTREs as in (**a**). Unlike promoters, dTREs are cell line specific, so that HSF1 sequence motifs are shown separately for each cell line. **e** HS-activated dTREs between K562 and MCF7 cells. Venn diagram showing their overlap between the two cell lines. The percentages of dTREs with HSF1 peaks for dTREs common between the cell lines and exclusive dTREs for each cell line are shown underneath. **f** Same as in (**e**) except all dTREs are shown.

Outside of promoters, HS was shown to involve intergenic sites previously referred to as distant Transcription Regulatory Elements (dTREs)^31^. We identified dTREs in our HS PRO-seq datasets based on nascent RNA signatures (Supplementary Data 6, Supplementary Fig. 5a). We do not refer to these elements as enhancers, although the identified dTREs overlapped with about 50% of enhancers previously described in either cell line^33^. The proportion of dTREs with HSF1 peaks was also higher among dTREs unique to HS compared to NHS conditions (Supplementary Fig. 5b). Examining DNA sequences, we noted an enrichment of HSF1 motifs around HS-induced dTREs (Supplementary Fig. 5c). However, the density of HSF1 peaks at dTREs was higher than the genomic density of HRE sequence motifs (Fig. 5d), indicating that, similar to promoters, HSF1 is recruited to dTRE sites by means other than HRE sequences alone. Like promoters, most dTREs were activated in the absence of HSF1 binding (Supplementary Fig. 5b). A group of HS-activated dTREs common between the two cell lines showed the enrichment of HSF1 peaks that was at least as high as that for promoters of commonly activated genes (Fig. 5b, e). Gene Ontology (GO) analysis for genes associated with these dTREs that were previously annotated as enhancers^33^ did not show statistically significant gene categories, but did include HS-induced heat shock protein *HSPA90* and *HSPA8* genes. However, this group of conserved dTREs was small (Fig. 5e) and, similar to promoters, it did not sway the overall disconnect between HSF1 binding and transcription (Fig. 5c, f; Supplementary Fig. 5d). The proportion of all dTREs containing HSF1 peaks was similar to that at promoters as well (Fig. 5c, f), reinforcing a modest connection between HSF1 binding and transcription activation as a genome-wide property of HSR.

### HSR involves amplification of basal HSF1 binding

To understand how the genome-wide HSF1 binding may be established from the ground state, we compared HSF1 signal during HSR and at non-heat shock (NHS) conditions, considering two possibilities. First, HSF1 may occupy different sites before and during HSR. However, a vast majority of HSF1 peaks detected in NHS datasets were in common with HS samples (Fig. 6a, Supplementary Fig. 6a). 

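NHS peaks of MCF7 cells lay at HS peaks of the same line in 97.8% and 97.2% of cases for replicates 1 and 2, and NHS peaks of K562 cells in 98.8% and 81.3%. At HS peaks of the other line they lay less often, with 73.9% and 73.2% for MCF7 NHS and 81.6% and 52.4% for K562 NHS. *ST13*, a co-chaperone of HSP70 and HSP90, had 1 of the strongest promoter peaks found in both NHS and both HS replicates, at 20.2 ± 1.69 (SD, n = 2) in MCF7 NHS and 22.1 ± 0.367 (SD, n = 2) in MCF7 HS. *CHORDC1*, an HSP90 co-chaperone, had 21.8 ± 1.67 (SD, n = 2) in K562 NHS, and 23.0 and 21.9 in the K562 HS replicates. Chaperonin genes had an NHS promoter peak at 10 of 10 in both lines, HSP70 and HSP110 genes at 9 of 16 in both, HSP90 genes at 8 of 12 in both, and HSP40 and BAG genes at 10 of 18 in MCF7 and 11 in K562 cells (each with an adjusted p of 8.7e-05 or lower, two-sided Fisher's exact test). These counts take a peak of either replicate. In both replicates of MCF7 and of K562 cells, a peak was present at 8 and 9 chaperonin genes and 6 and 8 HSP70 and HSP110 genes. For HSP90 genes it was 7 and 8, and for HSP40 and BAG genes 5 and 7. In K562 NHS, 9 of 18 ribosomal protein genes had a peak (adjusted exact p = 2.8e-04, two-sided), of which none had one in both replicates.

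Of the merged NHS peaks, 2412 of 2470 in MCF7 cells and 6404 of 7867 in K562 cells were common with HS, which leaves 58 and 1463 NHS-only peaks. With NHS peaks limited to those in both replicates, which is the merging rule of the paper's methods for K562 cells and was applied to NHS here after the data were seen, 3 and 10 peaks were NHS-only. Peak locations alone do not show the level of binding below the calling threshold. The share in HS peaks of the same line was higher than that in HS peaks of the other line in 4 of 4 NHS libraries, by 23.5 percentage points in the mean (exact sign-flip permutation test, two-sided, p = 0.13, the smallest p that 4 libraries allow). With MCF7 NHS replicate 3, of whose 5434 peaks 64.6% lay at HS peaks of the same line and 45.8% at those of K562 cells, it was 22.6 points (exact permutation p = 0.0625, two-sided, the smallest for 5 libraries). From these shared locations and the weak NHS signal at HS-only sites, the paper proposes that amplification of low-level binding appears to be the primary mode of the response.

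**Figure D4:**
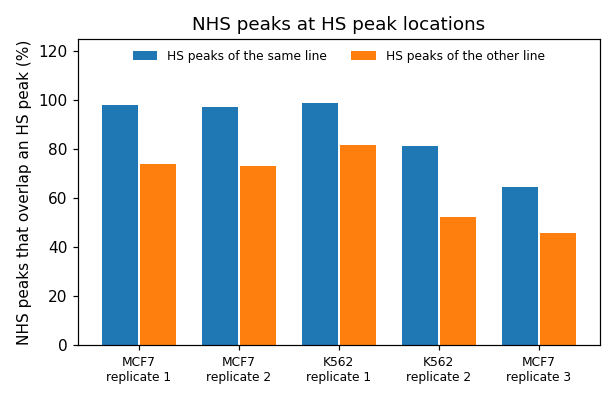
Share of the NHS peaks of each library in percent that overlap an HS peak of the same cell line or of the other cell line, with HS peaks of replicates 1 and 2. Each pair of bars is 1 NHS library. In all 5 libraries the bar for the same line is higher, from 64.6% to 98.8%.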

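Of the 58 NHS-only peaks of MCF7 cells, 36 lay at promoters, or 62.1%, against 21.8% of the 2412 NHS peaks common with HS. Among them were the promoters of *GAPDH*, a glycolytic enzyme, with a fold enrichment of 6.96, *RPS20*, a ribosomal protein, with 6.24, and *NME1*, a nucleoside diphosphate kinase, with 6.29, each in NHS replicate 1. *RPS7*, another ribosomal protein, with 7.74, and *POLG*, the mitochondrial DNA polymerase, with 4.72, had theirs in NHS replicate 2. *CLTC*, the clathrin heavy chain, had 3.53. All 42 promoter intervals that the paper lists in Supplementary Data 7 held an NHS-only peak, while 1 of them also held an HS peak and 5 an input peak. These intervals held 34 of the 58 peaks. The HRE lay within 100 bp of the summit at 3 of the NHS-only peaks (5.17%, Wilson 95% interval 1.77% to 14.1%), against 66.9% of the NHS peaks common with HS (odds ratio 0.0270, Fisher's exact test across peaks, two-sided, p = 1.3e-22). Of the NHS-only peaks, 54 were found in replicate 1, 7 in replicate 2 and 38 in replicate 3, and 49 overlapped a peak of HS replicate 3, so that their number depends on the HS libraries compared.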

A small number of peaks unique to NHS (Fig. 6a, Supplementary Data 7) were found mostly at promoters (42 out of 59 NHS-exclusive peaks in MCF7 cells compared to HS). The corresponding genes were metabolism-related and were not activated in HS (Supplementary Data 7). Manually examining high-level signal showed nonspecific pileups in all samples (Supplementary Fig. 6b, c), validating, if fortuitously, our sequencing depth-based normalization. NHS-specific events thus comprise at most a tiny proportion of HSF1 binding.

**Fig. 6:**
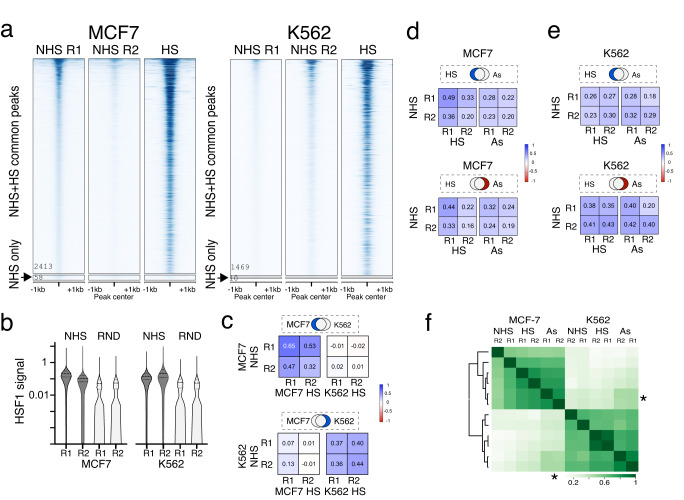
HS-activated and basal HSF1 binding. **a** Heatmaps of HSF1 peaks identified in NHS cells including peaks found in common with HS and a small number of peaks found exclusively in NHS cells (indicated by arrows), shown for two replicates. Heatmap for each cell line is sorted by NHS replicate 2 (R2) signal. A HS sample is included for comparison. **b** Averaged signal for NHS datasets from the locations of HS-only peaks not found in NHS samples (15,698 for MCF7 and 30,360 for K562 cells) compared to the signal for the same datasets from 29,036 randomly selected genomic locations of the same average size. Random locations were defined with bedtools random using the average size of HSF1 peaks and 30,000 locations were filtered against promoters, dTREs, and HSF1 peaks. HSF1 signal for HS-only peaks at NHS conditions is significantly higher than at random regions for each replicate (Mann–Whitney test, two-tailed *p* < 0.0001). Boxplots show medians with top and bottom quartiles, and whiskers indicate 10–90th percentiles. **c** Comparison of basal and activated HSF1 signal for peaks found only in one cell line, as indicated in the mock Venn diagram above. Spearman correlation was calculated for cell line-exclusive HSF1 peaks between NHS and HS samples for the same and the opposite cell line. **d** Comparison of HSF1 signal for HS or As treatment-exclusive HSF1 peaks for MCF7 cells. **e** Same as (**d**), but for K562 cells. **f** Unbiased clustering of all HSF1 peaks across all datasets for each replicate. Individual samples are labeled post-factum. Asterisks mark the quadrant with correlation between MCF7 As and K562 As samples, which is higher than for any other conditions between cell lines. Source data are provided as a Source Data file.

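As libraries of MCF7 and K562 cells shared peak locations with a Jaccard index of 0.326 ± 0.0956 (SD over 4 pairs), against 0.253 ± 0.0628 (SD over 8 pairs) for HS of one line and As of the other. Promoters with As peaks in both replicates of both lines included *P4HA2*, with a lowest fold enrichment of 22.0, and *NUCB1*, a calcium-binding protein, with 21.2. Both promoters also had a peak in both HS replicates of both lines, so they are not particular to As. As-As pairs had an index 0.0831 higher than the other pairs between lines, which ranked 3 among the 36 ways to choose 2 libraries of each line (exact permutation test, one-sided, p = 0.0833). Every list was then shortened to its 11008 peaks of lowest q. The index became 0.410 ± 0.00715 (SD over 4 pairs) for As of both lines and 0.316 ± 0.0166 (SD over 4 pairs) for HS of both lines. In these shortened lists the As-As pairs ranked 1 of 36 (exact permutation test, one-sided, p = 0.0278, the smallest p of this design). With 1 library of each replicate number kept in each line, 16 arrangements remain, and the As-As pairs ranked 1 of 16 in the full and in the shortened lists (exact permutation test, one-sided, p = 0.0625, the smallest p possible), so the lower p holds only if every library counts as independent. The index measures locations and not the signal correlation plotted in Fig. 6f.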

Another possibility is that HSF1 may bind to the same sites before and after HSR. In this case, low-intensity HSF1 signal should be evident in NHS cells at the locations of HSF1 peaks that would be newly acquired in HSR. The average HSF1 signal in NHS cells at HS peak locations, including HS-only peaks, was above that at randomly selected background regions (Fig. 6b). Unlike the peak regions, HSF1 signal at these background regions did not increase in HS (Supplementary Fig. 6d). Examining individual loci, we see low-level specific signal in our NHS datasets (Supplementary Fig. 6e, f) and in previously published NHS data (Supplementary Fig. 6g). Amplification of low-level binding, therefore, appears to be the primary mode of HSR. This amplification can be either uniform across all sites or selective. To address, we compared HSF1 signal in NHS cells at the locations of HSR peaks arising exclusively in each cell line or in each treatment. NHS signal at the locations of cell line-exclusive peaks positively correlated with HSR signal in the same, but not the opposite cell line (Fig. 6c), consistent with cell line specificity of basal HSF1 binding. On the other hand, NHS signal at the locations of peaks exclusive to one treatment correlated with HSR signal in both treatments for each cell line (Fig. 6d, e), indicating that basal HSF1 binding anticipates responses to both stimuli and arguing for selectivity of signal amplification. However, NHS samples separated by the cell line (Fig. 6f), indicating that despite the stimulus-specific differences, HSF1 signal amplification in HSR is overall uniform. That the NHS samples showed cell line separation despite the low signal indicates that HSF1 binding patterns retain their identity across a broad dynamic range of stimulus intensity.

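*SYT8*, a synaptotagmin, had a promoter peak in both NHS replicates of MCF7 cells, at 12.4 ± 3.91 (SD, n = 2), and in no K562 library. *ALDH1A2* had one in both NHS replicates of K562 cells, at 15.3 ± 3.17 (SD, n = 2), and in no MCF7 library of replicates 1 and 2. Of the 6080 HS peaks found in MCF7 cells alone, 602 overlapped an NHS peak of MCF7 cells, or 9.90%, while an NHS peak of K562 cells lay at 1.63% of them. Of the HS peaks found in K562 cells alone, 11.8% overlapped an NHS peak of K562 cells. In As, the share with an NHS peak of the same line was 11.5% of the MCF7-only and 26.1% of the K562-only peaks. By NHS library, the share of line-exclusive HS peaks of the same line was 9.72% and 0.970% for MCF7 replicates 1 and 2 and 1.39% and 11.7% for K562 replicates 1 and 2. The share of NHS peaks of one line in the exclusive peaks of the other line is low by construction, since these peaks lie outside the HS or As peaks that hold most NHS peaks of the first line. No p is therefore given, and these shares do not test whether NHS binding is specific to the cell line.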

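Peaks exclusive to one treatment overlapped NHS peaks far less often than peaks common to HS and As. In MCF7 cells, 19.1% and 1.93% of the common peaks overlapped an NHS peak of replicates 1 and 2, against 1.16% and 0.135% of the HS-only peaks and 0.486% and 0.0486% of the As-only peaks. In K562 cells it was 12.2% and 42.3% of the common peaks, 0.244% and 5.86% of the HS-only peaks, and 0.734% and 7.78% of the As-only peaks. Over merged NHS peaks, 74 of 5946 HS-only and 20 of 4113 As-only peaks of MCF7 cells had an NHS peak, and 1156 of 19667 HS-only and 55 of 681 As-only peaks of K562 cells. These are 1.24% and 0.486% in MCF7 cells and 5.88% and 8.08% in K562 cells, opposite in direction. The share is low in both exclusive groups by construction, since each leaves out the peaks of the other treatment, which hold most NHS peaks of the line, so no p is given. These numbers rest on called peaks, so NHS signal below the threshold at the other exclusive peaks is not covered.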

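NHS peaks lay at NHS peaks of the other line in 48.5% and 70.8% of cases for MCF7 replicates 1 and 2 and in 39.2% and 15.1% for K562 replicates 1 and 2. Between replicates of one line, 9.53% of the MCF7 replicate 1 peaks and 93.6% of the replicate 2 peaks lay in the other replicate, and 95.2% and 19.0% in K562 cells. The 2 MCF7 replicates had a Jaccard index of 0.0947 and the 2 K562 replicates one of 0.188. *CGAS* had an NHS peak in both MCF7 replicates, at 9.55 ± 3.55 (SD, n = 2), and *TMEM150B* in both K562 replicates, at 14.0 ± 1.81 (SD, n = 2), each with none in the NHS libraries of the other line. Over all 12 libraries of both lines, NHS included, the index was 0.0904 higher within lines than between lines (exact permutation test, one-sided, p = 0.0108), a difference reached by 5 of 462 splits, while the highest of the other splits gave 0.109. This p takes each library as independent, though the Reporting Summary lists NHS, HS and As of one line and replicate number as 1 treatment series.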

### HSF1 further opens remote inactive sites

Because chromatin defines how transcription factors interact with the genome^34,35^, we related HSF1 signal to chromatin accessibility by examining ATAC and HSF1 data. A positive control *HSPH1* gene showed an HSR-dependent increase in ATAC signal along the gene body consistent with highly active transcription (Figs. 7a, 1a). However, HSR induced no drastic ATAC changes globally, as signal at the locations of peaks uniquely called in any one dataset was visually apparent throughout (Fig. 7b). ATAC peaks statistically different in HSR compared to NHS cells (*p*adj < 0.05) mostly increased in HS and decreased in As, with HSF1 associated with an increase in ATAC signal in either treatment (Supplementary Fig. 7a). A higher proportion of upregulated ATAC peaks was associated with HSF1 in HS than in As (Fig. 7c). ATAC signal in NHS cells was higher at promoters (*p* < 0.0001), but showed more prominent changes at intergenic regions (Fig. 7d). An increase in ATAC signal at promoters of activated genes was mirrored by the increase in Pol II, but not H3K4me3 signal, and was not associated with HSF1 binding (Supplementary Fig. 7b, c). We conclude that HSF1 contributes to further chromatin opening at intergenic regions.

**Fig. 7:**
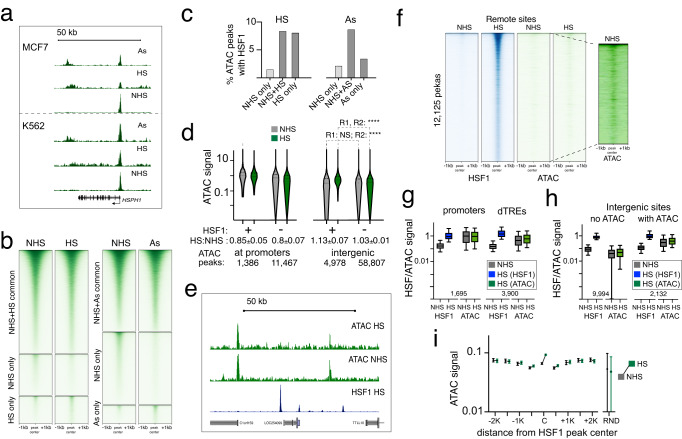
HSF1 favors open chromatin. **a** UCSC browser ATAC tracks of *HSPH1* gene region for indicated treatments. **b** Heatmaps showing common and treatment-unique ATAC peaks in MCF7 cells between NHS and indicated treatments. **c** Fractions of ATAC peaks overlapping MCF7 HSF1 peaks among ATAC peaks for common and treatment-unique categories defined in (**b**). **d** ATAC signal for the indicated groups of peaks based on the overlap with promoters and HSF1 peaks. Numbers below the graph indicate the number of peaks in each category and the ratios of HS: NHS signal based on two independent biological replicates (mean and range). Mann–Whitney test is shown for intergenic ATAC peaks (+/− HSF1) for each replicate. Significance (****) indicates *p* < 0.0001, and NS – *p* = 0.1394. **e** UCSC browser shot of a randomly chosen ~80 kb region showing ATAC and HSF1 signal in MCF7 cells. **f** Heatmaps showing HSF1 and ATAC signal at remote HSF1 peak sites outside of promoters, dTREs and annotated enhancers, for MCF7 cells. The inset shows a contrast-adjusted signal for NHS ATAC panel indicating low-level pre-existing ATAC signal. **g** HSF1 and ATAC signal for promoters and dTREs for NHS and HS datapoints. **h** HSF1 and ATAC signal for remote genomic regions as in (**f**) that do (with ATAC) or do not (no ATAC) overlap with ATAC peaks. Signal in (**g**) and (**h**) is shown in the same scale. The numbers of individual loci used for each analyses are shown within the graph. The box and whisker plots show the medians with 10–90 percentiles. Numerical similarity between HSF1 and ATAC signal is coincidental. **i** ATAC signal at the 9732 distant MCF7 HSF1 peaks acquired in HS, shown as the mean with error bars defining the 95% confidence interval. ATAC signal centered on HSF1 peaks is shown for 500-nt bins around the HSF1 peak center (“C”) with the offset distance from the center indicated, up to +/− 2 K (kb). ATAC signal from random regions is also shown. NHS ATAC signal is indicated in black and HS in green. Source data are provided as a Source Data file.

To identify the preference of HSF1 for pre-existing chromatin, we cross-examined HSF1 and ATAC signal. HSF1 and ATAC peaks overlapped at known functional elements including promoters and intergenic elements (dTREs and enhancers) (Supplementary Fig. 7d, e) so that most HSF1 peaks were found outside of these regions (Supplementary Fig. 7e, f). HSF1 thus appeared to bind to closed chromatin without apparent ATAC signal enrichment (Fig. 7e, f). However, careful examination revealed low-level ATAC signal in NHS cells around the locations of HSF1 peaks that would be acquired in HS (Fig. 7f, inset), consistent with HSF1 favoring pre-existing accessible sites. However, the magnitude of pre-existing ATAC signal did not explain HSF1 binding. For example, ATAC signal was higher at promoters, but HSF1 signal was higher at dTREs (*p* < 0.0001) (Fig. 7g). Likewise, HSF1 signal outside of functional elements appeared disproportionally higher at more closed sites compared to ATAC signal at the same sites (Fig. 7g, h). Accordingly, we noted a higher prevalence of HRE motifs among HSF1 peaks at more closed sites (Supplementary Fig. 7g). The binding of HSF1 to less accessible chromatin may be more reliant on direct DNA sequence-specific interactions.

Lastly, we examined remote HSF1 peaks for changes in chromatin accessibility induced in HS. These sites showed an ATAC signal increase in HS at the exact locations of HSF1 peaks, but not in the immediate surrounding regions (Fig. 7i). This increase in ATAC signal was modest as it did not result in ATAC peaks (Fig. 7f). Nevertheless, co-occurrence of this increase with HSF1 binding locations lends support to HSF1 binding independent of the ChIP method. These data also suggest that HSR can trigger changes in remote genomic regions.

## Discussion

Challenging distant cell lines with different stimuli that activate a common transcription factor allowed us to characterize its genome-wide binding and connection to nearby transcription. Earlier work noted distinct HSF1 patterns between cancer cells and noncancer cells responding to heat shock^4^. However, despite the growing numbers of available TF binding datasets^25^, information on genome-wide binding of transcription factors between cell types, conditions and basal versus activated states in any system remains limited. Using HSR as a model, we show that cell type specific HSF1 patterns robustly retain their identity between basal conditions and various degrees of activation. In contrast to *Drosophila*, in which transcription in heat shock is globally inhibited in favor of few highly activated loci^1,15,16^, mammalian transcription continues across the genome. The numbers of peaks and upregulated genes in our data are consistent with observations for other TFs^25^ and are in line with other environmental and physiological responses^36–39^. Whether induced by heat or chemically, mammalian HSR is not quantitatively different from responses to other signals. TF binding patterns reflecting the activity of signaling pathways^37–39^ may serve as readouts of cellular identity.

HSF1 binding at *HSP* gene promoters prior to activation was previously noted on individual genes^17,40^ and in global datasets^25^. We find that despite the differences in signal intensity, genome-wide HSF1 patterns show similarity before and during HSR. It is conceivable that low-level basal HSF1 binding (Fig. 6) may have resulted from inadvertently activating HSR during routine cell culturing. However, our basal readouts are in line with those reported previously^4,8,9^. Low-intensity HSF1 binding indicates that HSR is not an all-or-nothing response, but instead is commensurate with the magnitude of a stimulus. Retention of genome-wide patterns under different magnitudes of HSR suggests that HSF1 is distributed across the genome proportionally under a broad range of active HSF1 concentrations in the cell. This is consistent with rapid sampling of available sites by individual TF molecules^41,42^. Previous work suggested that HS causes no major changes in the nuclear architecture^31,43^. Our ATAC data show further that the architecture is preserved in HSR down to individual loci. Even though how exactly HSF1 binding patterns echo the nucleus remains to be defined, the binding of HSF1 to existing functional elements such as promoters or enhancers appears to be driven to a higher extent by co-factors or favorable DNA structure whereas the binding to remote sites outside of functional elements relies more on the DNA sequence.

Comparing HSR across cell lines and stimuli shows that known HS-responsive *HSP* genes are activated as a conserved HSF1-dependent cohort^8,22^. Outside of these genes, however, HSF1 binding is largely decoupled from transcription activation. This decoupling is due to variability of transcriptional outcomes rather than HSF1 binding, and likely reflects pervasive regulation of transcription by combinations of transcription factors. Apart from HSF1, response to heat has been shown to involve transcription factors including HSF2, SRF, CTCF, ER-α, among others^7–9,44–46^, and both HS and As may involve oxidative stress components^6,47,48^. Sequence search around HSF1 binding sites points to enrichment of AP-1 FOS-related components among HS-specific HSF1 peaks (Supplementary Fig. 2c), indicating possible involvement of AP-1 in shaping HSF1 binding under some stimuli. 

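The AP-1 site TGASTCA, where S is C or G, lay within 100 bp of the summit at 640 of 5946 HS-only peaks of MCF7 cells, or 10.8%, and at 112 of 4113 As-only peaks, or 2.72% (odds ratio 4.31, Fisher's exact test across peaks, two-sided, p = 1.4e-57). Peaks common to HS and As had it at 6.98%. Windows moved by 1000 bp held the site at 228 of the HS-only, 130 of the As-only and 375 of the 12153 common peaks. MCF7 HS peaks absent from K562 HS had the site at 12.6%, against 4.06% of K562 HS peaks absent from MCF7 HS. In K562 cells the HS-only peaks had it at 4.94% and the As-only peaks at 2.79% (odds ratio 1.81, Fisher's exact test, two-sided, p = 0.00836). Replicate 1 of MCF7 cells alone gave a difference of 13.7 percentage points between HS-only and As-only peaks, against 8.04 points for the merged sets and 6.68 points for replicate 2 alone. The search covered this sequence alone and was added after the data were seen.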

Variable gene activation under common HSF1 binding (Fig. 3) is consistent with individual TFs providing a stable context for combinatory regulation. This notion is corroborated by recent yeast work showing relatively low incidence of mutual co-dependency of TF binding^49^. In human cells, deletion of HSF2 does not appear to alter HSF1 binding^9^. However, despite the overall cell type specificity, a portion of HSF1 binding is dynamic. First, HSF1 can bind to treatment-specific sites in the same cell line (Fig. 3), showing detectable correlation in As treatments between distant cell lines (Fig. 6f). These findings indicate that heat-independent HSF1 binding, and possibly function, while limited in scope, are conserved. Second, a recent study reported changes in TF binding patterns over time^50^. While the underlying mechanisms remain to be determined, these changes may represent early stages of cell state transitions occurring in response to signals.

The binding of HSF1 at remote genomic sites suggests potential function outside of transcription. At least some of low-affinity TF binding sites are likely functional^51^, with cooperativity among individual binding events driving the binding across the genome including transcriptional enhancers^52,53^. HSF1 has been previously implicated in DNA repair via the PARP complex^54^. TF binding may also nucleate the opening of closed genomic regions, whether immediately, over time or with repeated stimulation. HSR is often ectopically activated in cancers. Arsenic is a transforming agent that in addition to mutations can induce epigenetic changes^55^, and heat has been recently shown to induce transcriptional memory^56^. During this manuscript revision, a new study reported distinct consequences of Wnt/β-catenin activation between a cancer cell line and embryonic stem cells^50^, highlighting a pivotal role of the cellular context in defining chromatin plasticity. Changes prompted by stimuli should depend on transcriptional responses to activate transcription factor binding to DNA, but not necessarily transcription^57^.

## Methods

### Cell culture and treatments

All cells were purchased from the American Type Culture Collection and used within the first 15 passages. Cells were grown in 15 cm dishes as before^58^ and growth media was replaced with fresh media 24 h before treatments^31,59^. Heat-Shock treatment was started by placing a dish onto a heated water surface for 1 min to raise the temperature quickly and continued in a 42 °C 5% CO_2_ incubator for the remaining time. Arsenic treatment was performed by the addition of 500 μM Sodium meta-arsenite (Sigma) and incubation at the ambient 37 °C under 5% CO_2_^26^.

### Western blotting

Cells were scraped (MCF-7) or collected from suspension (K562), washed with ice-cold Phosphate-Buffered Saline (PBS), resuspended in lysis buffer (8 M Urea, 1% SDS, 50 mM Tris pH 6.8), and protein concentration was measured on Qubit fluorometer using protein assay (Invitrogen). Approximately 30 μg of total protein was resolved on a 10% SDS-PAGE gel and transferred onto a PVDF membrane. Nonspecific binding was blocked with 5% nonfat milk diluted in 1x Tris-Buffered Saline pH 7.5 with 0.1% Tween-20 (TBS-T) followed by primary antibody incubation overnight and three TBS-T washes. Blots were developed using horseradish peroxidase-conjugated secondary antibody (GE #NA934) and imaged on a Li-COR Odyssey Fc imager. Western blotting was performed against HSF1 (Enzo #ADI-SPA-901-D) or [pSer^326^]-HSF1 (Enzo #ADI-SPA-902-D) antibodies and GAPDH (Millipore #ABS16) as control. All antibodies used for western blotting were at 1:1000 final dilution. Band sizes were verified using Precision Plus dual color protein ladder (Bio-Rad). For an example of presentation of full scan blots, see the Source Data file.

### Reverse transcription and quantitative PCR

Approximately 500 ng of total RNA was used to synthesize cDNA using random hexamers and SSRT III reverse transcriptase (Life Technologies). PCR primers were from IDTDNA and were synthesized in 25 nmol scale with no additional purification (Supplementary Data 8). Quantitative PCR data were normalized against GAPDH gene transcripts and shown as fold change from at least three independent biological replicates.

### ChIP-sequencing

Approximately 2 × 10^7^ cells were crosslinked with 1% ethanol-free formaldehyde (Thermo) in serum-free DMEM/F12 media at 25 °C for 10 min, quenched with 125 mM Glycine, and resuspended in 1 ml of Lysis buffer (1% Sodium-Dodecyl Sulfate (SDS), 50 mM Tris (pH 8.0), 10 mM EDTA, 1X PMSF and protease inhibitor cocktail) followed by disruption in the Covaris S2 sonicator for 6 min (with peak power = 140, Duty factor = 5, Cycles/burst = 200). ChIP-sequencing was performed with anti RPB1 NTD (D8L4Y) (CST #14958), HSF1 (Enzo #ADI-SPA-901-D) or H3K4me3 (Abcam #ab8580) antibodies. HSF1 antibody (SCBT #sc-9144, no longer available) was used for some controls as indicated. Each chromatin sample for ChIP-sequencing contained 150 μg’s worth of DNA (usually 100–250 μl) as extrapolated by extracting DNA from 1% of the sample. The sample volume was adjusted to 2 ml with Dilution buffer (1% Triton X-100, 2 mM EDTA, 20 mM Tris pH = 8.0, 150 mM NaCl, 1 mM Phenylmethylsulfonyl fluoride (PMSF) and cOmplete protease inhibitor cocktail (Sigma), 1 tablet per 50 ml). Protein A and Protein G Dynabeads (Thermo) premixed at 1:1 ratio (50 μl) were added for pre-clearing for 1 h at 4 °C. After removing the beads on a magnetic rack, one percent of each precleared sample was taken as input. To the rest of the reaction, 5 μg of an antibody was added (adjusted based on antibody concentration, typically 1:400 dilution). After overnight incubation at 4 °C under slow rotation, 30 μl of Protein A + G bead slurry was added and reactions were incubated for an additional 2 h, followed by washing with high salt (20 mM Tris-HCl pH 8.0, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), LiCl (Tris-HCl pH 8.0, 2 mM EDTA, 250 mM LiCl, 1% Igepal and 1% sodium deoxycholate), low salt (Tris-HCl pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS) wash buffers, Tris-EDTA (TE) buffer pH 8.0, on a magnetic rack, and elution with two changes of Elution Buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.0), 200 μl each, followed by ethanol-precipitation^58,60^. Four percent of DNA after ChIP was taken for validation by qPCR using positive and negative control primers (Supplementary Data 8) to calculate the percent input. DNA libraries were prepared from the ChIP sample using NEBNext Ultra II DNA library kit (New England Biolabs) protocol without size selection. Libraries were prepared by PCR amplification of cDNA using TruSeq Small RNA PCR primers (Illumina), 250 μM dNTP mix, 1x HF Phusion buffer, 1 M Betaine, and Phusion DNA polymerase (NEB). Reactions were supplemented with 1xEvaGreen dye (Biotium) to monitor amplification and were manually stopped within the linear range of amplification, normally reached after 12 to 15 PCR cycles. Libraries were additionally validated by qPCR with the same primers (Supplementary Data 8)^60^.

### PRO-sequencing

Precision Run-On sequencing (PRO-seq)^61^ was done with ~2 × 10^7^ cells collected by scraping (for MCF7 cells) or centrifugation (for K562 cells), resuspending in 20 ml Permeabilization buffer (10 mM Tris-HCl, pH 7.5, 300 mM sucrose, 10 mM KCl, 5 mM MgCl_2_, 1 mM EGTA, 0.05% Tween-20, 0.1% NP40 substitute, 0.5 mM DTT, protease inhibitors cocktail (Sigma) and RNaseIn RNAse inhibitor (Thermo)), washing in the same buffer and resuspending in the final volume 100 μl of Storage buffer (10 mM Tris-HCl, pH 8.0, 25% (v/v) glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, 5 mM DTT), flash-freezing in liquid N_2_ and storing at −80 °C until use. Run-on reactions were carried out in a 37 °C water bath by adding an equal volume (100 μl) of run-on mix (10 mM Tris-HCl, pH 8.0, 5 mM MgCl_2_, 300 mM KCl, 1 mM DTT, 11-biotin-labelled ribonucleotides [Perkin Elmer, 3 μl each, undiluted for ATP and GTP, and diluted 1:5 for CTP and UTP], RNAseIn RNAse inhibitor and 0.5% sarkosyl) for 3 min. Reactions were immediately mixed by pipetting with a cut-off 200 μl pipette tip. Reactions were stopped with 300 μl Trizol-LS followed by extraction of RNA. Water phase was additionally extracted with 0.6 volumes of chloroform to remove traces of phenol before ethanol-precipitation. RNA was fragmented by incubating in 0.2 M NaOH on ice for 10 min, neutralized with an equal volume of 1 M Tris-HCl pH 7.0, purified on a Bio-Rad P-30 Micro BioSpin desalting column, and biotin-enriched using 30 μl of C1 Streptavidin magnetic beads (Thermo) in the final volume of 100 μl of Binding Buffer (10 mM Tris-HCl, pH 7.5, 300 mM NaCl and 0.1% (v/v) Triton X-100), for 20 min at room temperature with gentle shaking. Beads were washed with Binding, High-Salt, Low Salt buffers and TE, and RNA was recovered by double extraction with regular Trizol reagent (300 μl each time), using an additional chloroform extraction of the combined aqueous phase to remove traces of phenol prior to adding GlycoBlue (1 μl, Ambion) and ethanol precipitation with 3 volumes of 96% ethanol and incubation for at least 10 min at room temperature. After microcentrifugation at max speed for 15 min at 4 °C and 70% ethanol wash, air-dried ethanol-free RNA pellet was resuspended in 4 μl of 2.5 mM VRA3 3’-small RNA adapter and ligated by adding a mixture containing 1 μl T4 RNA ligase buffer, 1 μl 10 mM ATP, 2 μl 50% PEG 8000, 1 μl T4 RNA ligase 1 (all NEB) and 1 μl RNAseIn RNAse inhibitor, followed by ligation at 20 °C for 6 h. Following ligation, the reaction was biotin-enriched as above, treated with T4 Polynucleotide kinase (PNK) (NEB) containing 1 mM ATP in 10 μl of 1x PNK buffer (NEB) for 30 min at 37 °C followed by addition of 90 μl of RNA decapping mix (containing 20 μl of 5x Thermopol buffer and 1 μl of RppH (both NEB) and 1 μl RNAseIn RNAse inhibitor) and incubation for an additional 60 min. Following Trizol extraction, RNA was resuspended in 4 μl of 2.5 mM VRA5 5’-adapter and ligated as above. After another biotin enrichment, RNA was reverse-transcribed using SuperScript III (Thermo) reverse transcriptase with RP1 primer, and reactions were amplified using real-time PCR in the presence of EvaGreen dye as above. PRO-seq oligonucleotides (Supplementary data 8) were from IDTDNA synthesized in 100 nmol scale and HPLC purification. Amplified libraries were run on a 6% TBE gel (Novex) in 1X Tris-Borate-EDTA (TBE) buffer. The gel was stained with ethidium bromide, visualized with a 312 nm UV transilluminator, and areas between ~125–300 bp DNA sizes were cut out and extracted using crush and soak method^62^. Specifically, gel slices were transferred into a gel-breaker tube (IST Engineering) placed inside a capless 2 ml microcentrifuge tube and spun at max speed to crush and extrude gel material. Elution was done by soaking the gel slurry in 400 μl of TE containing 300 μM NaCl for 2 h at room temperature with gentle shaking. The slurry was transferred into a 0.22 μm spin Filter for Gel Matrix (Agilent) and microcentrifugated at 1800 *g* for 2 min. DNA from the gel-depleted eluate containing the library was ethanol-precipitated and resuspended in 20 μl of TE, quantified and Illumina-sequenced (Psomagen or Yale Center for Genome Analysis).

### ATAC-sequencing

The Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) was performed using 50,000 cells and the original Tn5 buffer (10 mM Tris-Cl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% Igepal)^63^. Incubation with Tn5 transposase enzyme (Diagenode, 2.5 μl per 25 μl reaction) was done in a shaking heating block at 37 °C and 500 RPM for 30 min followed by real-time PCR amplification with Nextera Illumina-compatible dual index primers and NEBNext High-Fidelity 2x PCR mix with Evagreen dye to avoid overamplification.

### ChIP-seq data analysis

Sequencing was done to the depth indicated (Supplementary Data 1). Illumina adapters were removed from raw files with trimmomatic using paired end mode and keepBothReads set as ‘true’ and aligned to hg19 genome with hisat2 using --no-spliced-alignment and otherwise default parameters^64^. HSF1 bam files were scaled to the lowest coverage sample using samtools. BigWig files were made using bamCoverage^65^. For all ChIP-seq data except our HSF1 ChIP-seq data, read counts were normalized to the sequencing depth and signal was calculated from the bigwig files using multiBigwigSummary with sequencing depth coverage normalization. For HSF1 peak calling, alignments were pre-filtered against blacklisted genomic regions that included ENCODE ENCSR636HFF excluded list regions^66^, regions known to be absent (zero-copy number) in either MCF7 or K562 cell lines from Cancer Cell Line Encyclopedia^67^, and UCSC blacklisted human genome regions^68^. After removing PCR duplicates with Picard’s MarkDuplicates, and peaks were called using macs2^69^. UCSC genome browser tracks were generated using sequencing depth-normalized bigwig files, with each type of a track shown in the same numerical *y*-axis scale for all samples. 

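For MCF7 cells the rule of either replicate gave merged sets of 2470 NHS, 18099 HS and 16273 As peaks, of which 233, 10297 and 10156 were present in both replicates. For K562 cells the rule of both replicates gave 31825 HS and 12846 As peaks. K562 NHS peaks numbered 7867 by the rule of either replicate and 1478 by the rule of both. Of the merged peaks, 22.7% lay at promoters in MCF7 NHS, 8.47% in HS and 12.0% in As, and in K562 cells 26.9% in NHS, 7.69% in HS and 10.2% in As. HS peaks with no NHS peak numbered 15698 in MCF7 cells with NHS peaks of either replicate. In K562 cells they numbered 25462 by that rule and 30360 with NHS peaks present in both replicates.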

Individual peak list replicates were merged by combining peaks present in both replicates (K562 cells) or either replicate (MCF7 cells). Differential signal was calculated using DiffBind^70^. PCA plots were generated using affinity values default function for PCA in DiffBind. The 23 K (*n*  =  23,698) gene list and exact genes and TSS definitions were as defined previously^31^, with promoter regions defined as TSS + /−1000 nt. Venn diagrams were drawn using R venneuler package. Motif search for HSF1 was done with findmotifs.pl (HOMER)^23^.

### PRO-seq and ATAC-seq data analysis

Illumina small RNA TruSeq adapters were trimmed and reads shorter than 15 nt were discarded. Trimmed reads were used to remove ribosomal RNAs and remaining reads were aligned to hg19 using hisat2 using no-splicing option. Individual samples were normalized using 3’-ends of long genes^61^. Differentially expressed genes were defined using DESeq2. Identification of dTREs was done using the remote site^31^ with default parameters for individual replicates, retaining dTREs present in both biological replicates for MCF7 cells and one replicate for K562 cells. HS-specific dTREs were defined as present only in HS and not in NHS cells. For ATAC-seq, adapter-trimmed reads were aligned to hg19 genome as above, followed by converting to BigWig format using bamCoverage with the default bin size of 50 bp. Duplicate reads were removed using MarkDuplicates and the signal was normalized by counts per million (CPM). Heatmaps were generated using plotHeatmap from deepTools.

### Statistics and reproducibility

Experiments are based on a minimum of two repeats with similar results, with quantitative PCR using three or more independent biological replicates. Differentially expressed genes were defined using DESeq2 based on *p*_adj < 0.05. ChIP-seq peaks were defined using macs2 based on *q* value cutoff of 0.01. Omics datasets were visualized as violin plots or box plots indicating top and bottom quartiles, and error bars showing 10–90 percentiles. Comparisons were done using nonparametric Mann–Whitney test calculating two-tailed *p*-values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

### Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE209687. All data used in this study are based on hg19 human genome assembly. Public ChIP-seq datasets analyzed during the current study are under GEO accession codes GSE85158, GSE105028, GSE38912, and GSE43579 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2367735]. Source data are provided with this paper.

# Supplementary material for: Transcriptional responses of cancer cells to heat shock-inducing stimuli involve amplification of robust HSF1 binding
**Source:** Nat Commun. 2023 Nov 16;14:7420. doi: 10.1038/s41467-023-43157-7
**Supplement:** Supplementary file 1 — Supplementary Information

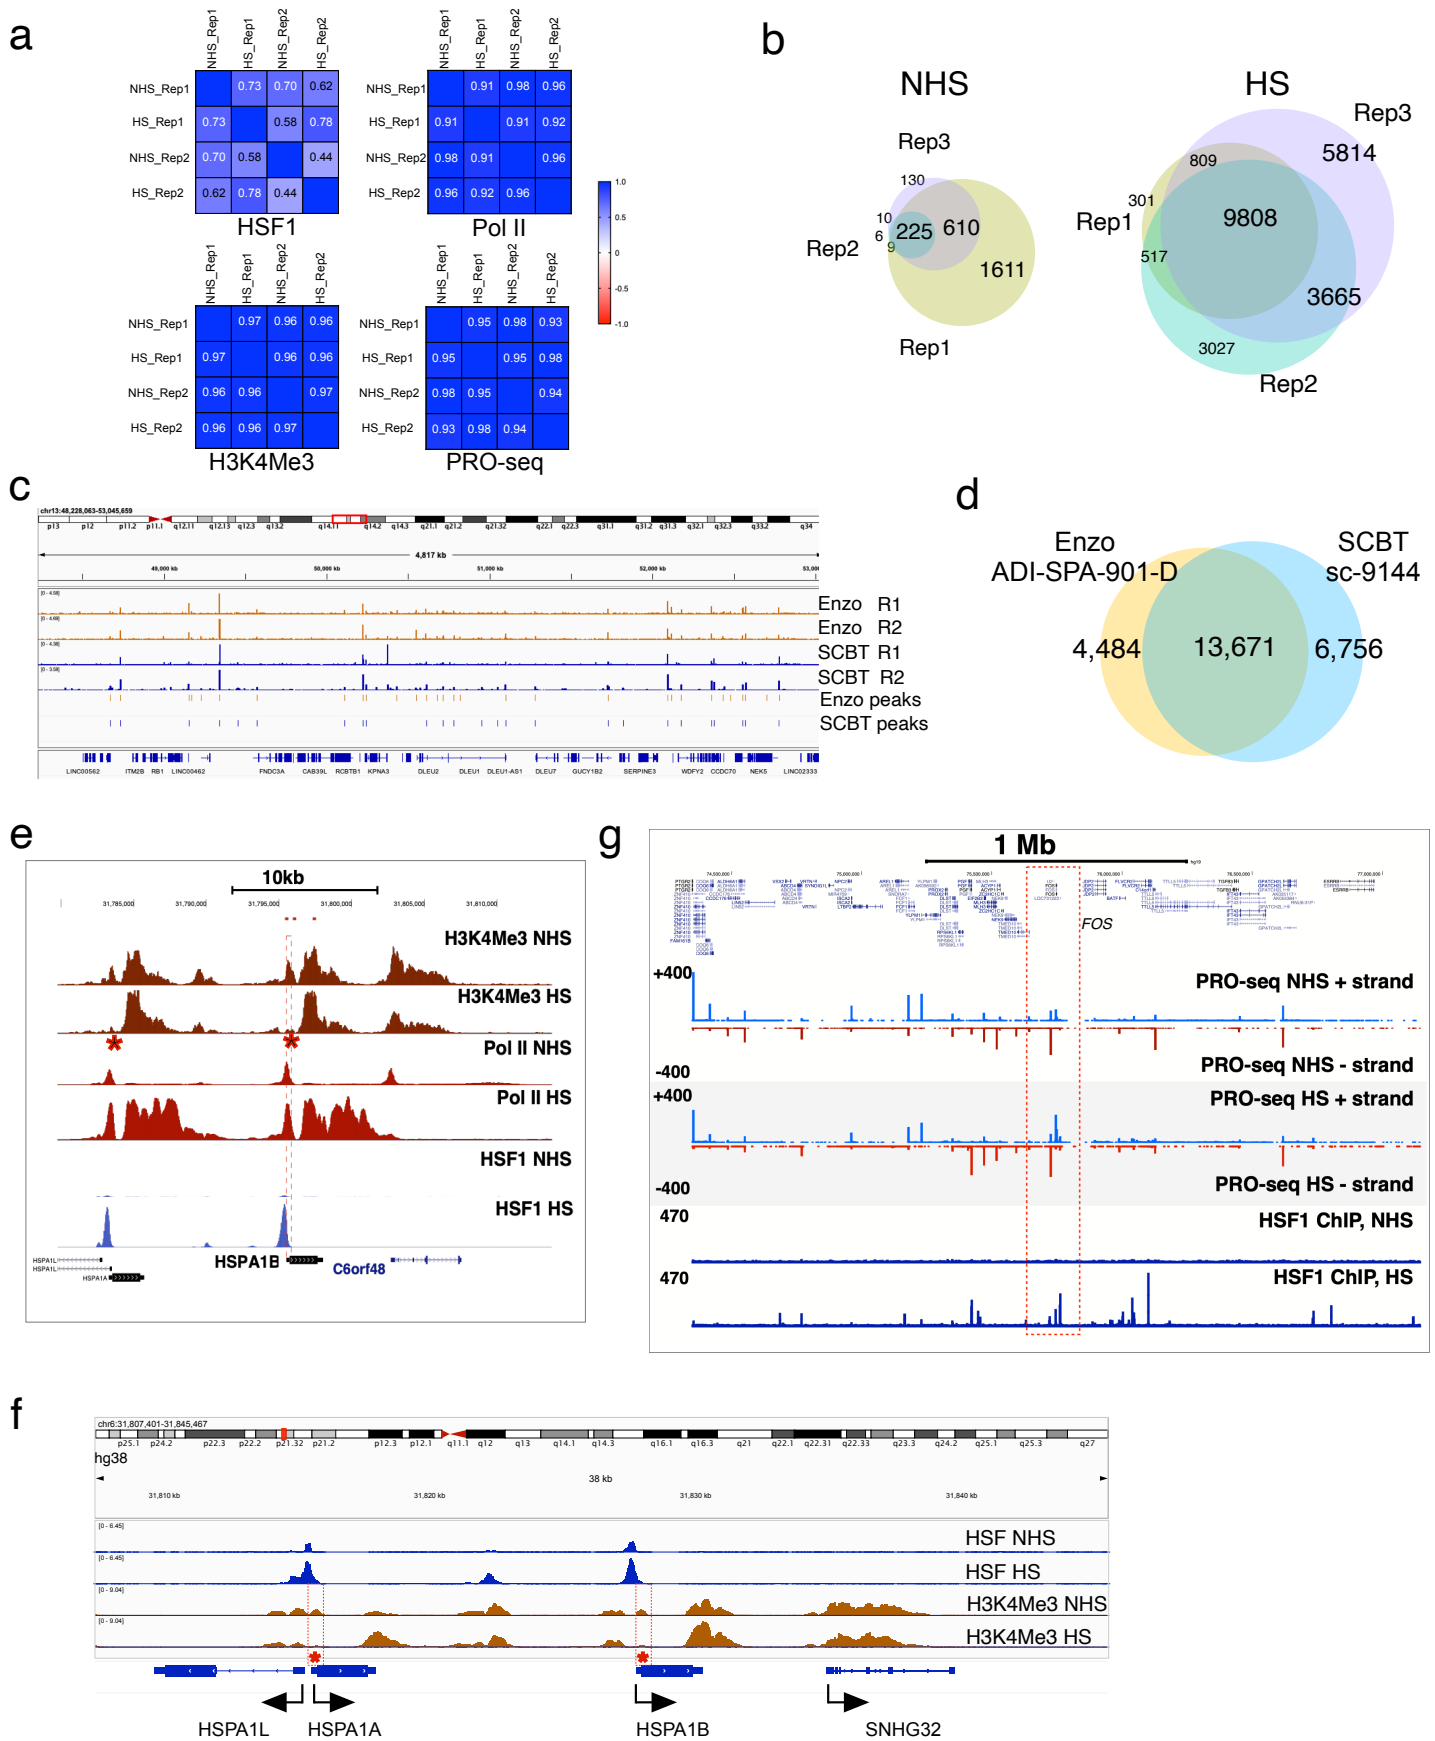

Supplementary Fig. 1

Supplementary Figure 1. a. Correlation among MCF7 datasets. Spearman correlation based on counts within peak regions for HSF1 ChIP-seq, promoter regions (+/- 1kb) for other ChIP-seq datasets, and gene body counts for PRO-seq datasets. **b.** Numbers of HSF1 peaks per replicate. Shown are overlaps for NHS (left) and HS (right) numbers of peaks for MCF7 cells. Rep 1 and Rep 2 were used for subsequent analyses unless indicated otherwise. **c.** Comparison of anti-HSF1 antibodies. IGV browser ChIP-seq tracks with anti-HSF1 Enzo (orange, used throughout this work) and polyclonal SCBT antibody (blue) showing a randomly selected ~5mB region of the genome, for each replicate. The polyclonal antibody is no longer available from any supplier. **d.** Venn diagram for MCF7 ChIP-seq peaks between the two anti-HSF1 antibodies. **e.** IGV browser shot for ChIP-seq data from this work, showing hg19-based *HPA1B* gene region with reduced H3K4Me3 signal at the gene start region in HS (left) (indicated with an asterisk) and control genomic region (right). **f.** IGV browser shot for human embryonic stem cells using pre-processed data (1) showing *HPA1B* gene region, with coordinates in this panel based on hg38 genome assembly. **g.** UCSC browser track showing PRO-seq and HSF1 ChIP-seq tracks for a ~3MB genomic region around a moderately HS-activated gene in MCF7 cells (*FOS*).

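In MCF7 HS, 10275 merged peaks were present in all 3 replicates, 6 in replicates 1 and 2 alone and 30311 in replicate 3 alone. Replicate 3 held 99.7% of the HS peaks of replicate 1 and 98.0% of those of replicate 2, while 23.6% and 34.6% of its own peaks were in replicates 1 and 2. Between replicates 1 and 2, 90.3% and 60.6% of the HS peaks were shared. In MCF7 NHS, 234 merged peaks were present in all 3 replicates, 1645 in replicates 1 and 3 alone, 569 in replicate 1 alone, 1 in replicate 2 alone and 3542 in replicate 3 alone. Of the NHS peaks of replicates 1 and 2, 76.8% and 99.6% were in replicate 3. The chaperone genes *HSPH1* and *HSPA8* had a promoter peak in all 3 replicates of both conditions, with fold enrichments of 15.6 and 18.4 in NHS replicate 3 and 11.6 and 16.2 in HS replicate 3. Supplementary Data 1 gives replicate 3 the most reads of each condition, and the counts are those of the deposited files, without a further filter.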

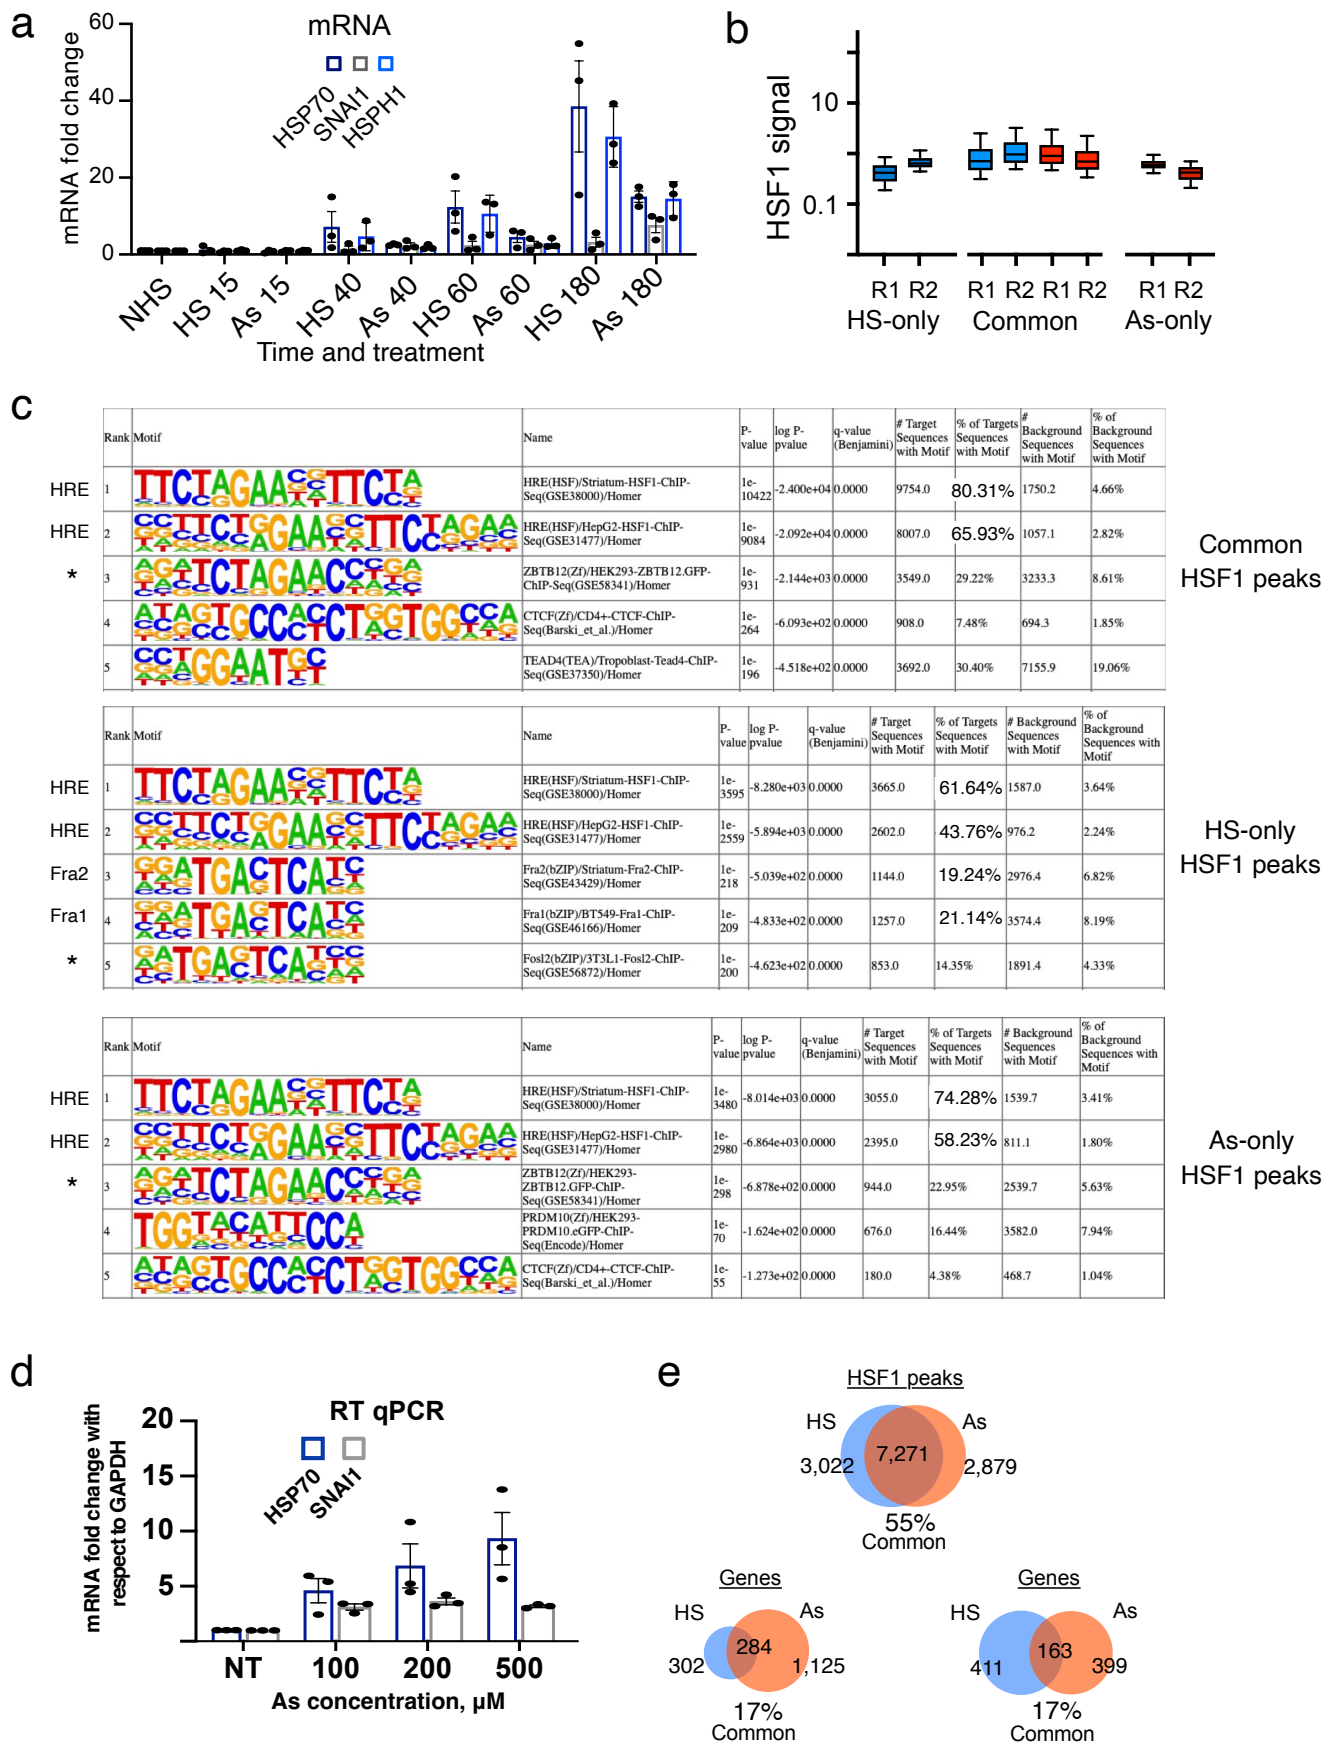

Supplementary Fig. 2

Supplementary Figure 2. a. RT-qPCR showing titration of As treatment timing. HS treatment was performed in parallel for the same time points and is shown next to As datapoints done under 500 micromolar sodium meta-arsenate. Each experiment is based on three independent biological replicates, shown with dots. The boxplot shows the mean with SEM. **b.** HSF1 signal for MCF7 cells for all peaks that are common for HS and As treatments or exclusive to each treatment. HS signal is shown in blue and As in red. Boxplots show medians, top and bottom quartiles, with whiskers showing 10-90% interval. The number of peaks in each category is shown below the boxplots. **c.** Enrichment of transcription factor motifs for HSF1 peaks between HS and As treatments. The top five transcription factor motif hits sorted by the p-value are shown as output of homer known motifs. Highlighted are HRE motifs as well as putative motifs for AP-1 family factors Fra1 and Fra2, alongside the percentage of sequences with the corresponding motifs. Other motifs shown are not highlighted as they either have too low representation (<20% of sequences with motif), higher p-value, or a sequence that resembles that of HRE. Asterisks indicate motifs assigned to other factors, but that clearly resemble the highlighted motif sequences. **d.** RT-qPCR showing titration of As concentration in MCF7 cells, with timing fixed at 60 minutes. Each experiment is based on three independent biological replicates, shown with dots. The boxplot shows the mean with SEM. **e.** Overlaps between HS and As treatments with increased stringency. *Top.* Venn diagram showing the overlap between HSF1 peaks observed in HS and As treatments in MCF7 cells showing only the identified in both replicates. *Bottom left.* The overlap between activated genes as detected by PRO-seq using a minimum absolute gene expression (0.001 reads per million per kilobase) and a minimum fold change in at activated genes as 1.4. *Bottom right.* Activated genes as on the left, but with the same number of genes in HS and As conditions after sorting the activated genes based on fold-change. The percentage of commonly activated genes among all genes is shown underneath.

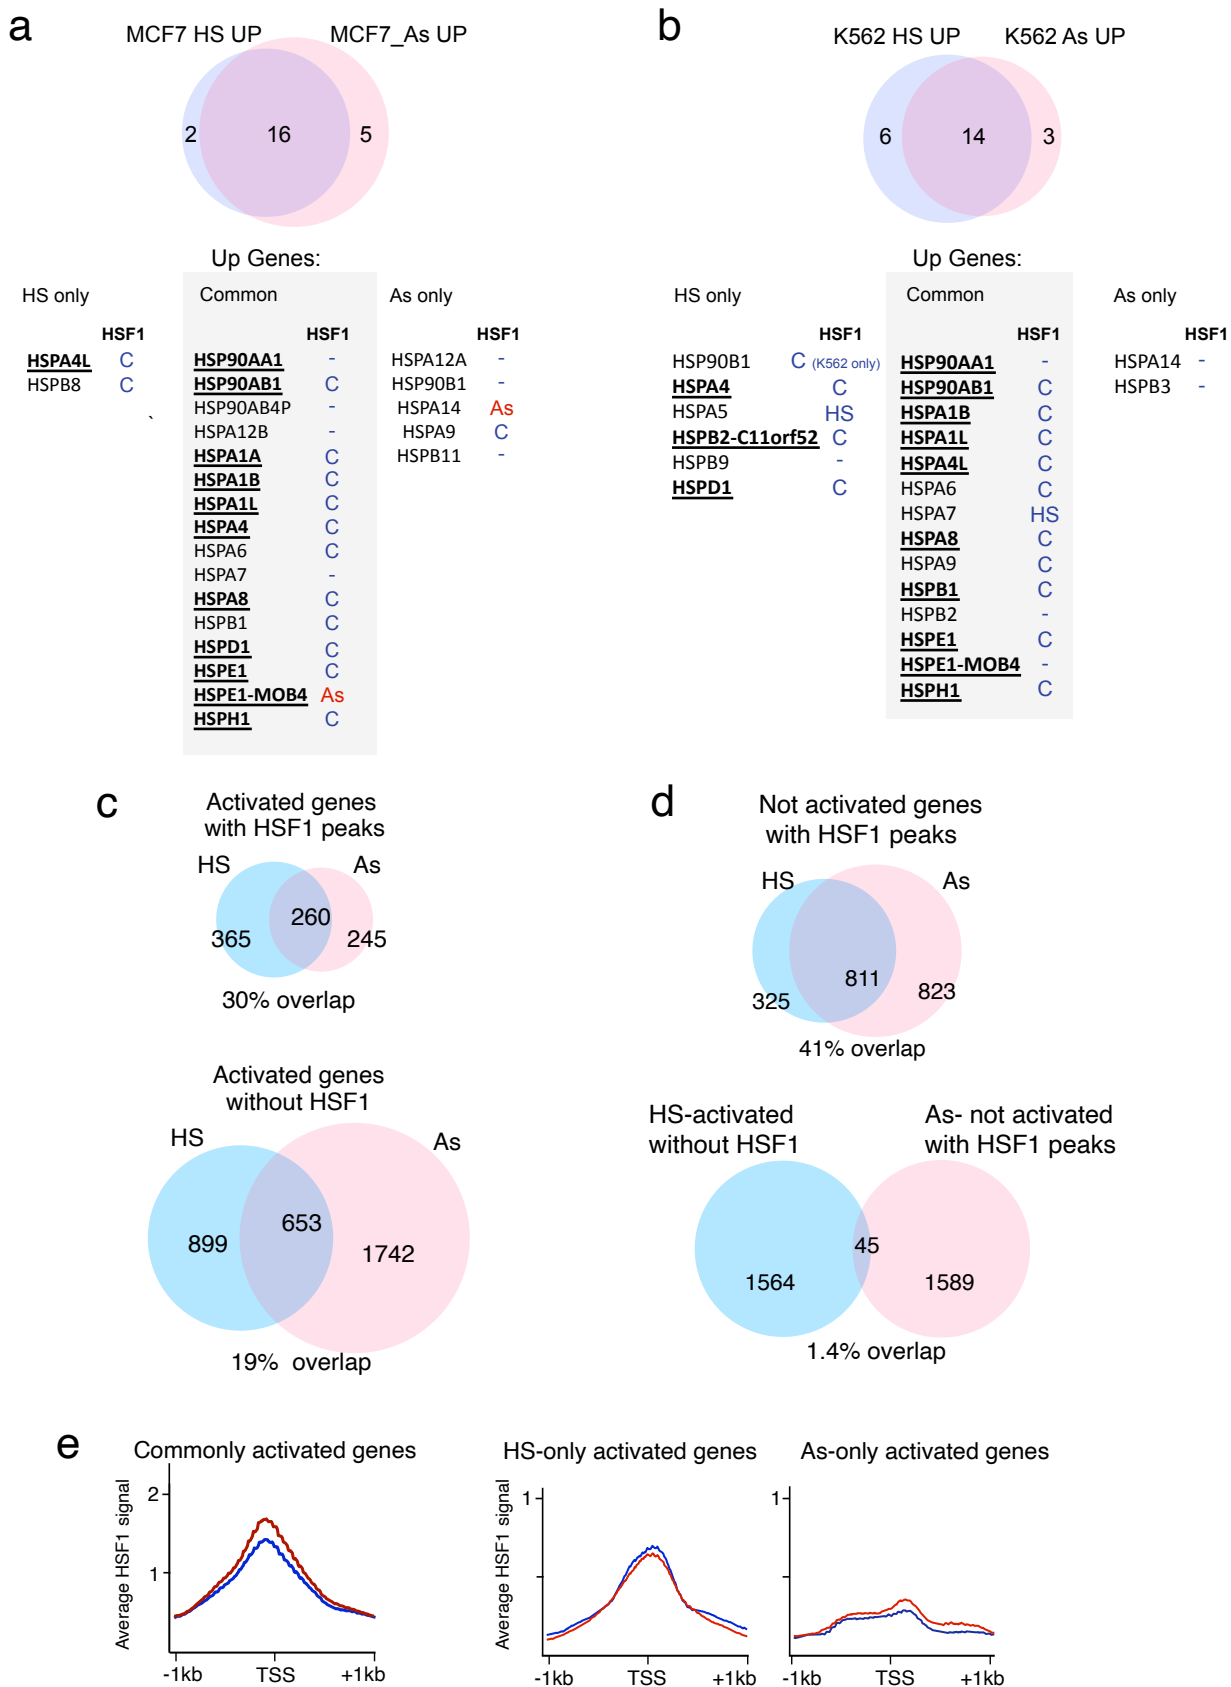

Supplementary Fig. 3

Supplementary Figure 3. a. HSF1 binding and transcriptional activation of genes annotated as HSP in MCF7 cells. *Top.* Overlap between HSP genes activated in HS and As. *Bottom.* Gene names shown for each slice of the Venn diagram. HSF1 binding status is shown next to each gene, with condition indicated (HS (HS-only); As (As-only), “c” (common, present both in HS and As); “-“ no HSF1). Genes activated in K562 cells as defined previously (2) are shown in bold font. **b.** The same as in (a), but for K562 datasets. **c.** Overlap in genes activated in HS and As treatments with HSF1 peaks at promoters (top) and without HSF1 peaks (bottom). **d.** Overlap in genes not activated in HS and As treatments with HSF1 peaks at promoters (top). Negative control overlap between HS-activated genes without HSF1 and As non-activated genes with HSF1 (bottom). Percentage overlaps shown below indicate a fraction of overlapping genes against all genes in the Venn diagram. **e.** HSF1 binding between HS and As treatments. Metaplot of HSF1 ChIP- seq profiles for promoters whose genes are activated in both treatments based on PRO-seq (*left*) or bound in both treatments, but activated in only one (*right*). The Y-axis scale is similar for all plots.

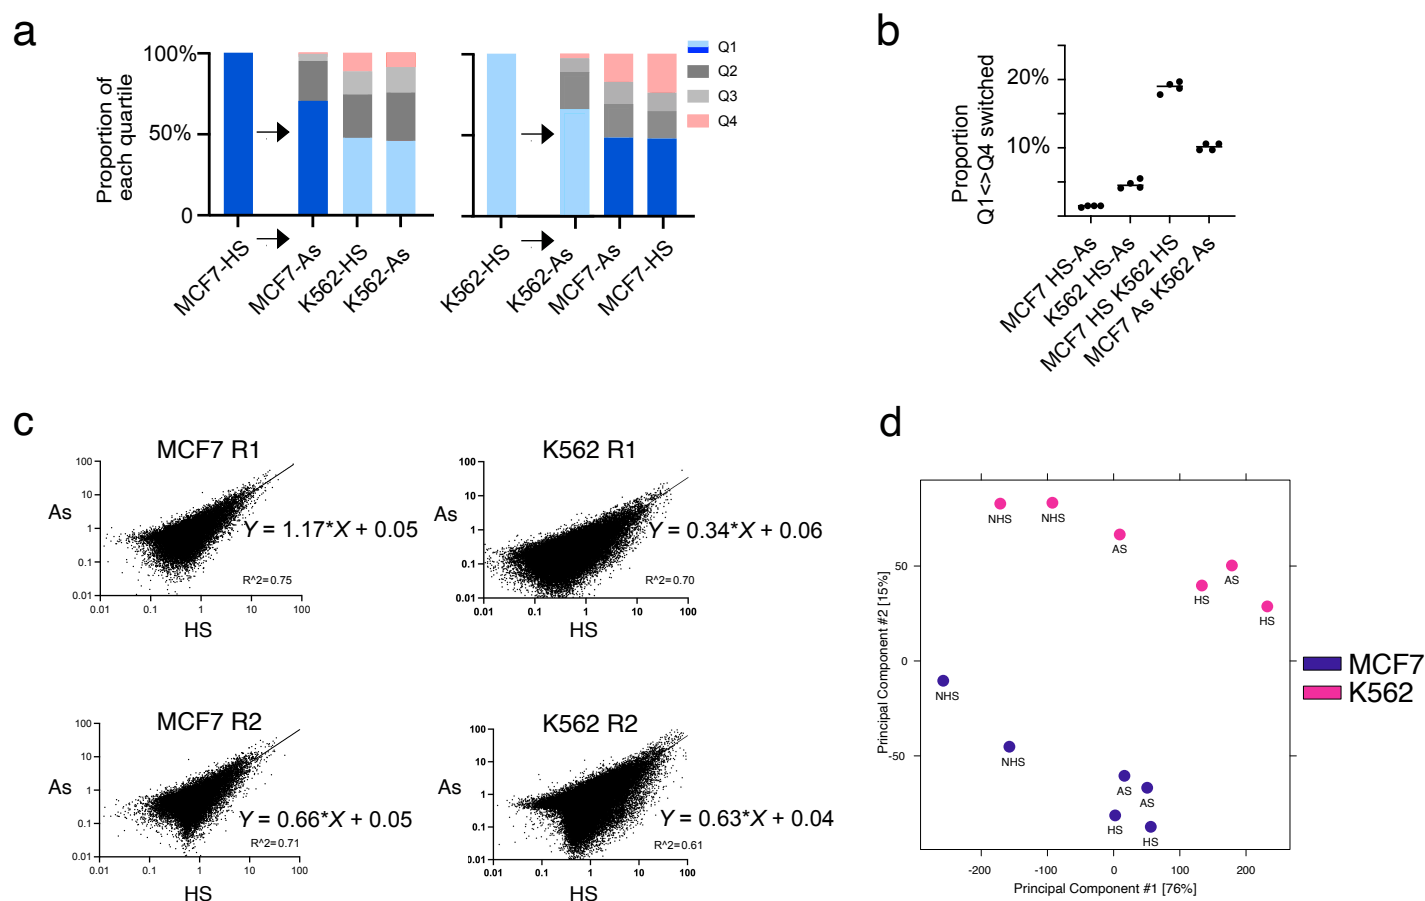

Supplementary Fig. 4

Supplementary Figure 4. **a.** Bar graph showing the changes of HSF1 peaks between quartiles sorted by signal within peak regions. Distribution of Quartile 1 (highest signal, Q1) peaks for MCF7 HS (left, dark blue) and K562 HS (right, light blue) are shown across each quartile for conditions indicated below the graph. **b.** Percentage of HSF1 peaks switching between the extreme quartiles (defined as a sum of peaks switching between Q1->Q4 plus Q4->Q1) at the indicated conditions, for each pair of replicates (4 datapoints total per condition). **c.** Scatterplots of normalized HSF1 peak counts between HS and As conditions for the indicated replicates. Simple linear regression is shown for each plot. **d.** Principal Component Analysis for indicated samples (per replicate) using a subset of HSF1 peaks that are common among all conditions (MCF7 HS, As and K562 HS, As).

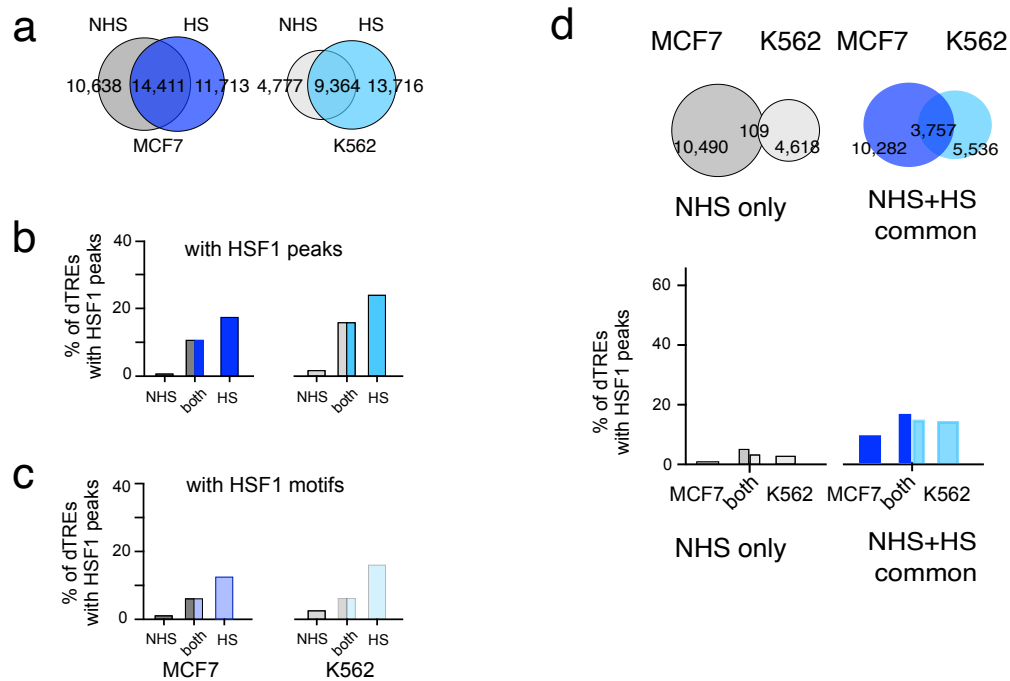

Supplementary Fig. 5

Supplementary Figure 5. a. Overlap between dTREs called in NHS and HS conditions for each cell line. **b.** Percentage of dTREs with HSF1 peaks in NHS and HS treatments for each cell line including NHS-only, common, and HS-only dTREs. **c.** Percentage of dTREs with HRE sequence motifs for each cell line in NHS and HS treatments for the same dTRE groups. **d. (Top)** Overlap between NHS only and NHS and HS common dTREs between MCF7 and K562 cell lines. **(Bottom)** The percentage of dTREs with HSF1 ChIP-seq peaks NHS only and NHS+HS common dTREs. Source data are provided as a Source Data file.

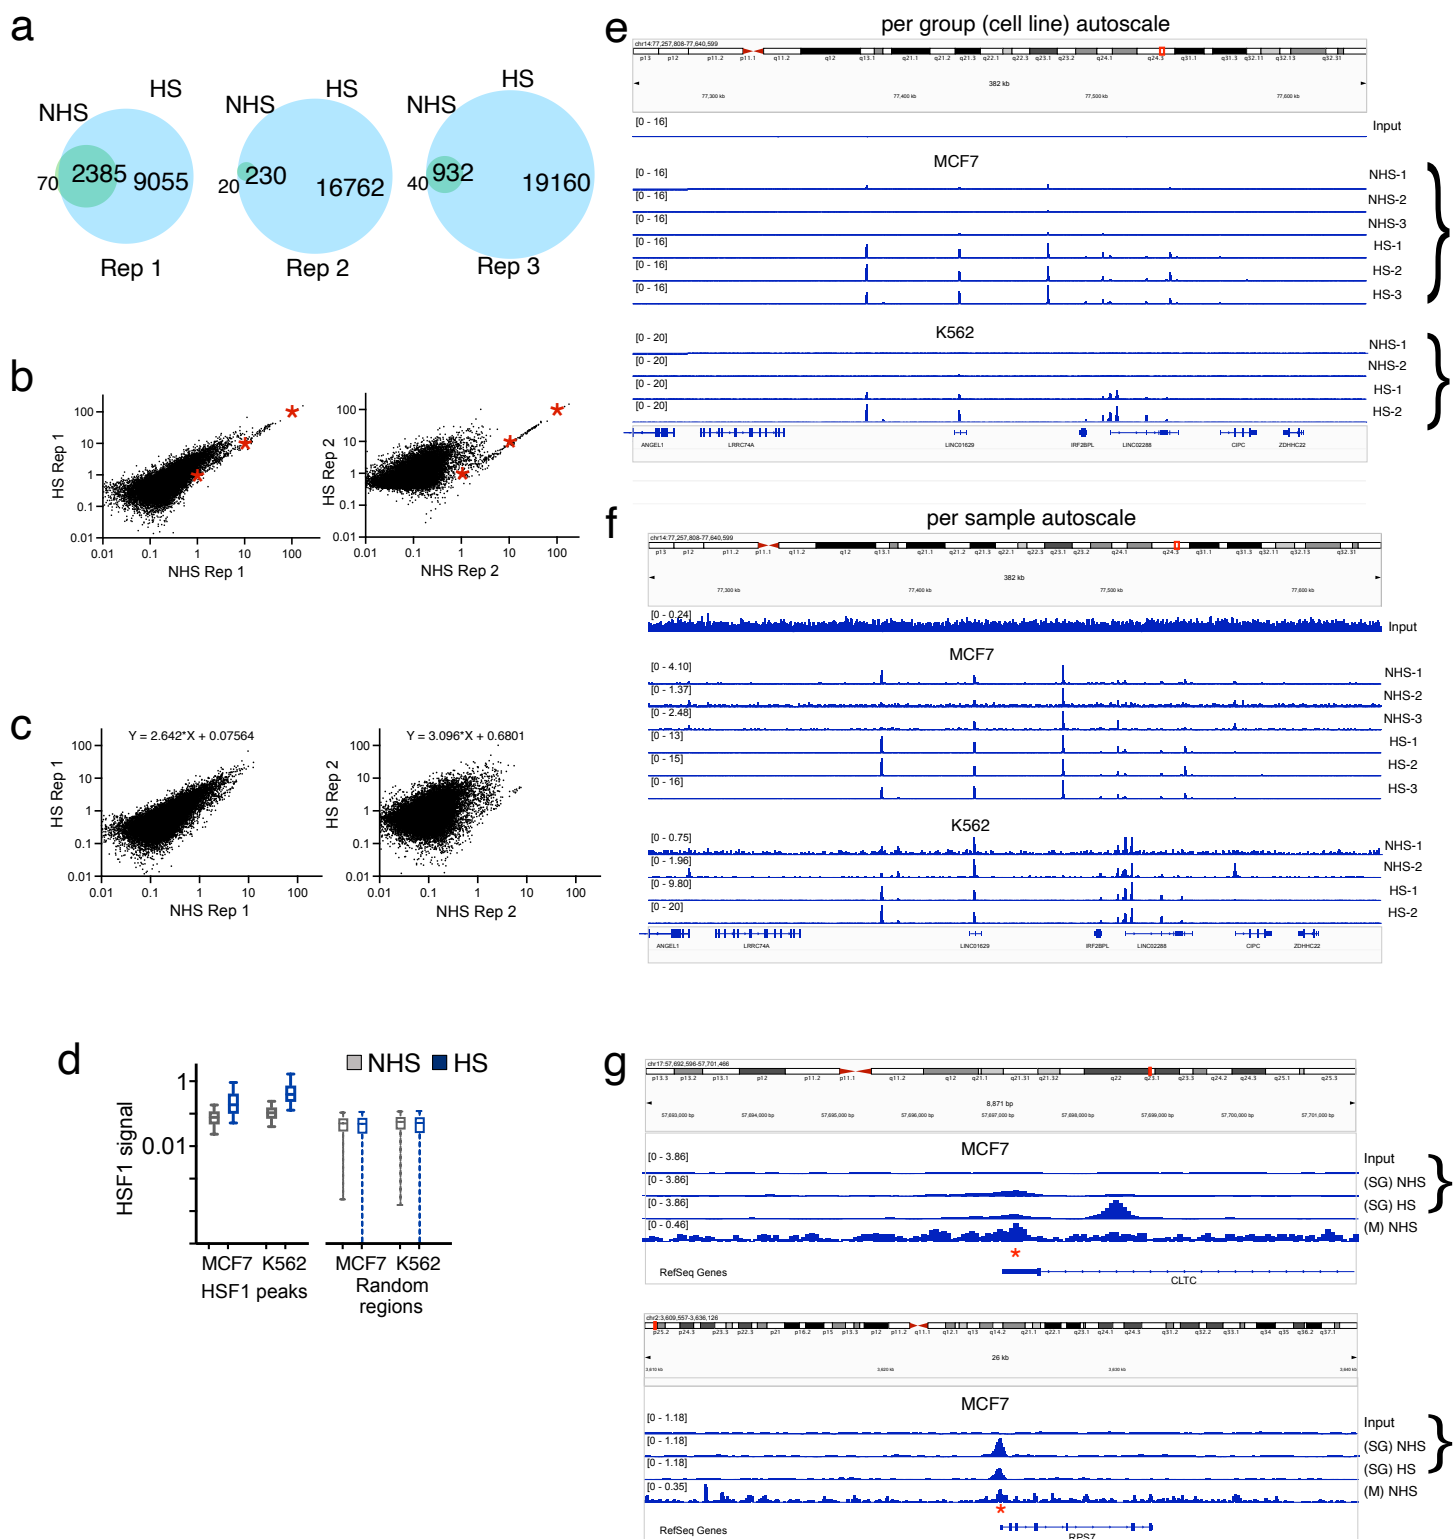

Supplementary Fig. 6

Supplementary Figure 6. a. Overlap between peaks called at NHS and HS conditions for each individual MCF7 replicate. **b.** Scatterplots of HSF1 signal NHS versus HS samples for the indicated replicates processed without removal of blacklisted regions (done only for this graph). Red asterisks indicate the slope of 1 after normalizing using counts per million (CPM). **c.** Scatterplots of the same samples as in (b), except blacklisted regions were removed (the default processing for all peaks). **d.** NHS signal compared to the random background. The box plot shows HS-only peaks in NHS and HS cells for each cell line as indicated (15,698 for MCF7 and 30,360 for K562) and signal from locations selected using *bedtools random* in the same datasets (29,036 for each cell line). The box plots show medians with top and bottom quartiles, and error bars indicating 10-90% intervals. **e.** IGV browser shot of NHS and HS datasets used in this work, for each replicate. The tracks are group-scaled within each cell line to emphasize NHS versus HS differences, with groups shown with curved brackets. **f.** The same IGV browser shot as in (e), except tracks are autoscaled within individual datasets to emphasize the locations of enrichment in NHS samples. **g.** IGV browser shot of NHS-only peak regions (shown with asterisks) for NHS datasets from this work (SG) and previously published NHS MCF7 datasets (M) (3). The current (SG) datasets are group-scaled as indicated by brackets.

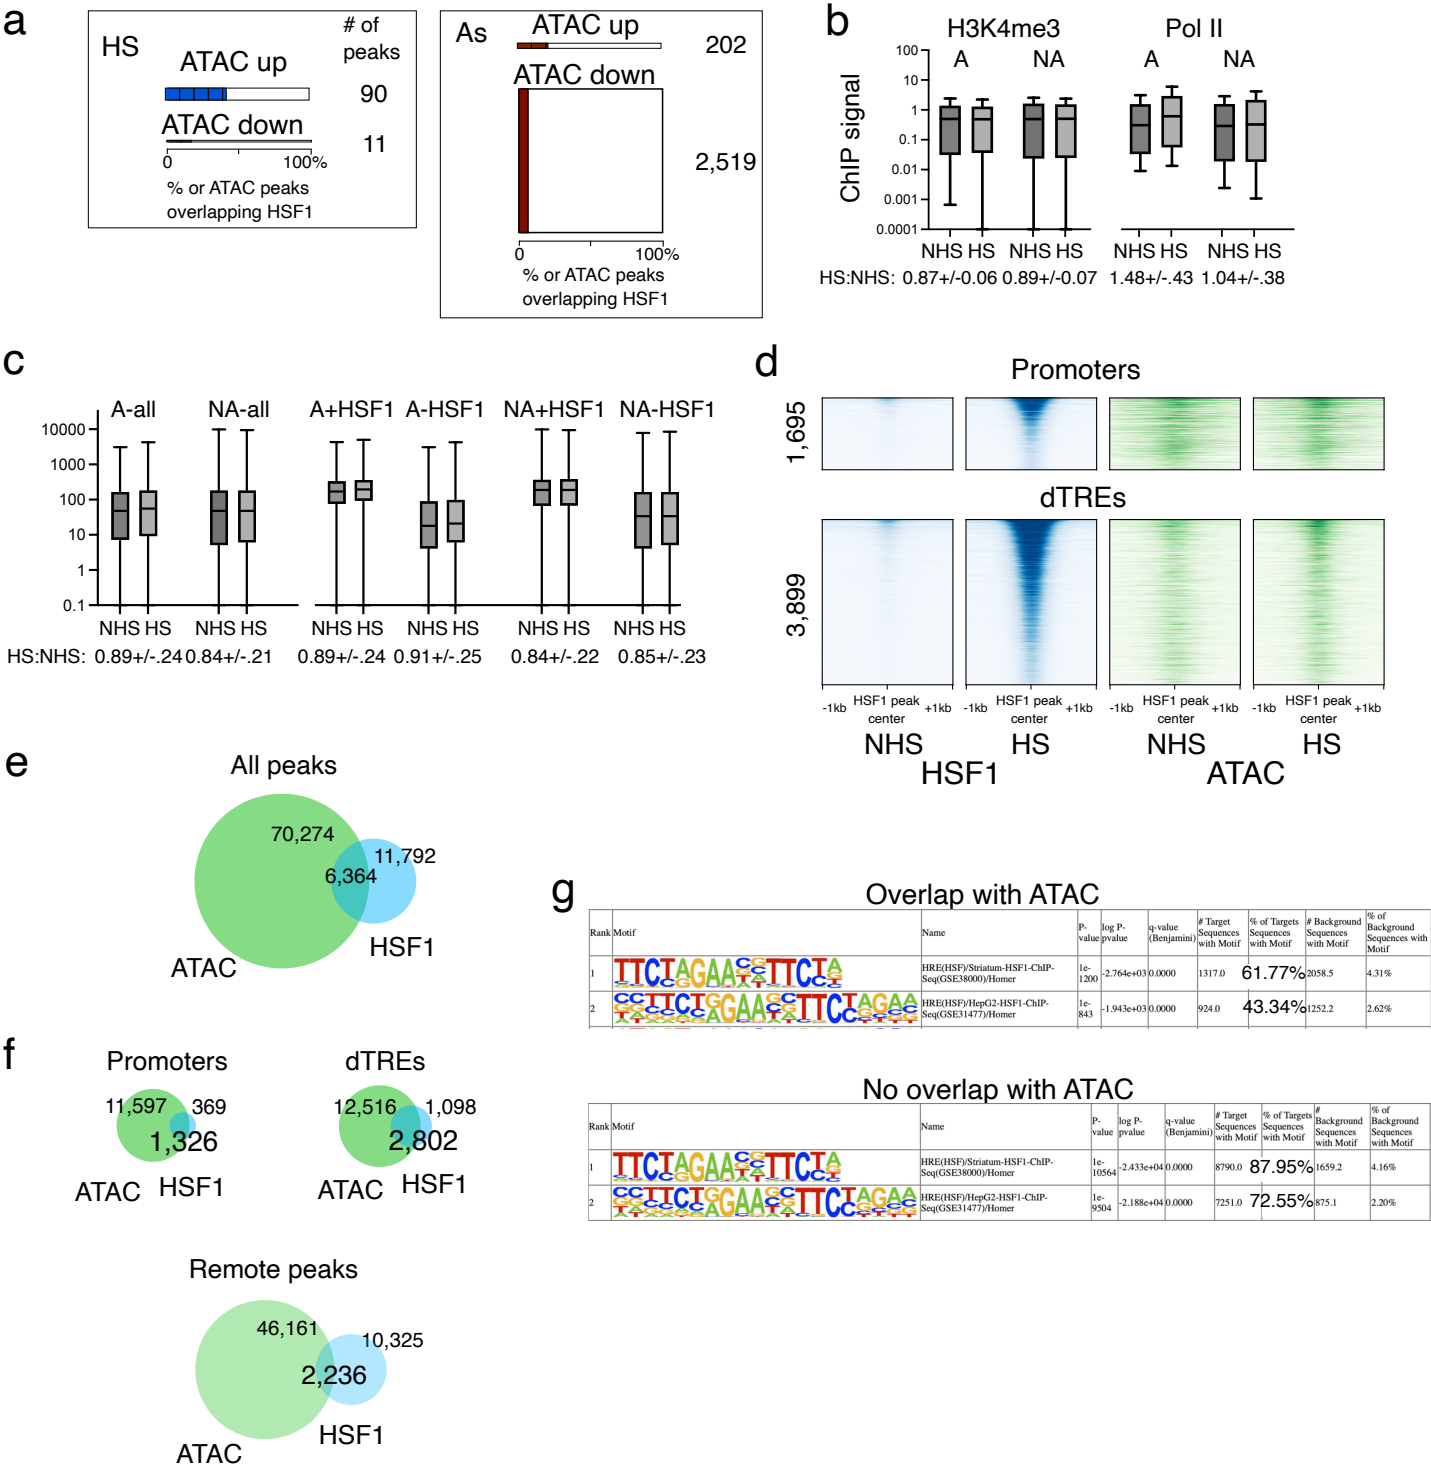

Supplementary Fig. 7

Supplementary Figure 7. a. Enrichment of HSF1 binding among up and downregulated ATAC regions. Horizontal bars show the numbers of up- and down-regulated ATAC peaks for HS (*left*) and As (*right*) treatments in MCF7 cells. The vertical heights of the bars are scaled to the number of peaks in each category (the numbers of peaks indicated on the right). The percentage of HSF1 peaks in each ATAC peak category is shown in the x-axis in blue (HS) and red (As). **b.** Signal for H3K4me3 and Pol II ChIP-seq experiments from our data at promoters of activated (A) or non-activated (NA) genes in NHS and HS conditions. Numbers indicate the ratios of means of ChIP-seq signal from activated:non-activated genes, based on a range from two biological replicates. Boxplots show medians with top and bottom quartiles, with whiskers indicating 10-90th percentiles. **c.** Boxplots of ATAC signal counts for all genes as in (b) and genes broken down into those containing and not containing HSF1 at promoters (+/- 1kb from the TSS). Boxplots show medians with top and bottom quartiles, and whiskers show the data range min to max. Numbers underneath show the number of genes in each NHS vs HS comparison and NHS:HS signal ratios between average signal and range between two independent biological replicates. **e** Overlap between all ATAC and HSF1 HS peaks. **f.** Overlap between ATAC and HSF1 peaks mapping to indicated functional elements. The numbers of HSF1 peaks overlapping with ATAC peaks are shown in larger, underlined font. **d.** HSF1 and ATAC signal in functional genomic elements. HSF1 is binding to already open genomic elements. NHS and HS datapoints are shown for MCF7 cells for elements that overlap with HSF1 peaks including promoters and dTREs. The numbers of elements in each category are shown on the left of each heatmap. **g.** Abundance of HRE sequence motifs between distant open and closed HSF1 peaks. HSF1 peaks outside of promoters, dTREs, and annotated enhancers were separated into those that do and those that do not overlap with ATAC peaks, followed by homer known motif identification. HSF1 peaks that are more closed based on the absence of ATAC peaks show higher % of targets with HRE elements than those that are more open, that is, overlap with ATAC peaks.

SUPPLEMENTARY REFERENCES.

1. Lyu, X., Rowley, M. J. & Corces, V. G. Architectural Proteins and Pluripotency Factors Cooperate to Orchestrate the Transcriptional Response of hESCs to Temperature Stress. *Mol Cell* **71**, 940-955.e7 (2018).
2. Vihervaara, A. et al. Transcriptional response to stress in the dynamic chromatin environment of cycling and mitotic cells. *Proc Natl Acad Sci U S A* **110**, E3388-97 (2013).
3. Mendillo, M. L. et al. HSF1 drives a transcriptional program distinct from heat shock to support highly malignant human cancers. *Cell* **150**, 549-562 (2012).

# Supplementary material for: Transcriptional responses of cancer cells to heat shock-inducing stimuli involve amplification of robust HSF1 binding
**Source:** Nat Commun. 2023 Nov 16;14:7420. doi: 10.1038/s41467-023-43157-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of additional supplementary files

File name: Supplementary Data 1

Description: Omics datasets generated in this study including sequencing depth and alignment statistics.

File name: Supplementary Data 2

Description: Coordinates of HSF1 peaks for each condition including chromosome, peak start, peak end, based on hg19 genome assembly.

File name: Supplementary Date 3

Description: Promoters of upregulated genes for each condition, including chromosome, interval start, interval end, gene symbol, strand. Intervals are defined as transcription start site +/-1000 nucleotides.

File name: Supplementary Data 4

Description: Panther GO Ontology over-representation test for upregulated genes in MCF7 cells that are commonly activated in HS and As, unique to HS and unique to As.

File name: Supplementary Data 5

Description: Panther GO Ontology over-representation test for HS upregulated genes in MCF7 and K562 cells including common between MCF7 cells, unique to MCF7 and unique to K562 cells.

File name: Supplementary Data 6

Description: Coordinates of dTREs identified in this study in the cell line and condition indicated, including chromosome, dTRE start, dTRE end.

File name: Supplementary Date 7

Description: Promoters associated with basal (NHS-only) peaks in MCF7 cells, including coordinates and names of the corresponding genes as well as GO Gene Ontology PANTHER overrepresentation test.

File name: Supplementary Data 8

Description: Primers used in this study. All primers are from IDTDNA. Primers for qPCR were synthesized in 25 nmol scale without additional purification. Linkers for PRO-seq were synthesized in 100 nmol scale with HPLC purification.

# Supplementary material for: Transcriptional responses of cancer cells to heat shock-inducing stimuli involve amplification of robust HSF1 binding
**Source:** Nat Commun. 2023 Nov 16;14:7420. doi: 10.1038/s41467-023-43157-7
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE209687 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209687>]. Sequencing data processed in this study and original non-sequencing data are provided in the Supplementary Information and Source Data file. Source data are provided with this paper. All data used in this study are based on hg19 human genome assembly.

Public ChIP-seq datasets analyzed during the current study are under GEO accession codes GSE85158 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85158>], GSE105028 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE105028>], GSE38912 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE38912>], and GSE43579 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM2367735>].

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No test was used to define the sample size. ChIP-seq data were collected in a minimum of 2 independent biological replicates, and validated by qPCR prior to sequencing. Studies involving qPCR were done in 3+ independent biological replicates.

Data exclusions

PRO-seq datasets generated from the same cell batches as ChIP-seq data were excluded from further analyses due to technical failure of PRO-seq library preparation, but were still validated by PCR for appropriate gene expression response. PRO-seq data were re-generated from the same passage number of the original commercial cell stock. No data were excluded in studies involving qPCR.

Replication

Genomics datasets from independently obtained biological duplicates. Biological replicates of the same treatment were separated in time by several months.

Randomization

Randomization is not relevant to our study as it relates on pairwise comparisons between datapoints.

Blinding

Data collection itself was not blinded. However, data analyses were done with numerical sample identifiers without knowing treatment identity.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-HSF1: HSF1 (H-311) sc 9144 (lot # h0213) was used for initial experiments. This rabbit polyclonal antibody was permanently discontinued by the manufacturer in ~2016. anti-HSF1: Enzo ADI-SPA-901-F, lot# 07311706 anti-phospho HSF1: Enzo ADI-SPA-902-D, lot# 09061832 anti Pol II Rpb1 NTD: (D8L4Y) (CST #14958), Lot 1 anti histone H3K4Me3: Abcam ab8580, Lot GR3205191-1 Secondary antibody for western blot was GE #NA934 (currently Cytiva under the same catalog number).
Validation	Each antibody used here has been previously validated. The histone and Pol II antibodies are most frequently used elsewhere, including for ChIP-seq. https://www.cellsignal.com/products/primary-antibodies/rpb1-ntd-d8l4y-rabbit-mab/14958 https://www.abcam.com/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580.html In our hands, these antibodies produce expected ChIP profiles, display appropriate subcellular localization, and appropriate sizes on Western blots. The pan HSF1 antibodies have been previously used, including for ChIP-seq https://www.enzolifesciences.com/ADI-SPA-901/hsf1-polyclonal-antibody/ In our hands, the Enzo antibody displays appropriate sizing on Western Blotting and appropriate, stimulus-dependent binding to its DNA targets. The phospho-specific antibody has been used only for Western https://www.enzolifesciences.com/ADI-SPA-902/pser326-hsf1-polyclonal-antibody/ In our hands, ADI-SPA-902 antibody displays appropriate Western band size and dependence of signal on cell stimulation, as appropriate for HSF1 activation upon stress.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	The MCF-7 and K562 cell lines used here were purchased directly from ATCC and used within the first 15 passages
Authentication	Cells were verified morphologically and for expression levels of marker genes such as SNAI1. In addition, omics datasets obtained from these cell lines were verified by examining genome browser tracks against positions of known copy number variations from Cancer Cell Line Encyclopedia: Barretina, J. et al, (2012) The Cancer Cell Line Encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature 483, 603-607.
Mycoplasma contamination	Cells from ATCC are guaranteed mycoplasma-free so we have not tested these specific batches that were used up in early passages. Prior tests of MCF7 and other cells, and tests since have been negative for mycoplasma.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified lines were used in this study.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209687
Files in database submission	Raw files: s18_133_004_1.fq.gz s18_133_004_2.fq.gz s18_133_005_1.fq.gz s18_133_005_2.fq.gz s18_133_006_1.fq.gz s18_133_006_2.fq.gz s18_088_001_1.fq.gz s18_088_001_2.fq.gz s18_088_002_1.fq.gz s18_088_002_2.fq.gz s18_088_003_1.fq.gz s18_088_003_2.fq.gz 18-068-002_S2_L001_R1_001.fastq.gz 18-068-002_S2_L001_R2_001.fastq.gz 18-068-004_S4_L001_R1_001.fastq.gz 18-068-004_S4_L001_R2_001.fastq.gz 18-068-006_S2_L001_R1_001.fastq.gz 18-068-006_S2_L001_R2_001.fastq.gz 18-068-008_S4_L001_R1_001.fastq.gz 18-068-008_S4_L001_R2_001.fastq.gz G2020_27_1_R1.fastq.gz G2020_27_1_R2.fastq.gz G2020_27_2_R1.fastq.gz G2020_27_2_R2.fastq.gz G2020_27_3_R1.fastq.gz G2020_27_3_R2.fastq.gz G2020_27_4_R1.fastq.gz G2020_27_4_R2.fastq.gz G2020_27_5_R1.fastq.gz G2020_27_5_R2.fastq.gz G2020_27_6_R1.fastq.gz G2020_27_6_R2.fastq.gz G2020_27_7_R1.fastq.gz G2020_27_7_R2.fastq.gz G2020_27_8_R1.fastq.gz G2020_27_8_R2.fastq.gz G2020_27_9_R1.fastq.gz G2020_27_9_R2.fastq.gz

G2020_27_10_R1.fastq.gz G2020_27_10_R2.fastq.gz
 G2020_27_11_R1.fastq.gz G2020_27_11_R2.fastq.gz
 G2020_27_12_R1.fastq.gz G2020_27_12_R2.fastq.gz
 HSF1-Cont-IP-1_S1_L001_R1_001.fastq.gz HSF1-Cont-IP-1_S1_L001_R2_001.fastq.gz
 HSF1-Cont-IP-2_S2_L001_R1_001.fastq.gz HSF1-Cont-IP-2_S2_L001_R2_001.fastq.gz
 HSF1-HS-IP-1_S1_L001_R1_001.fastq.gz HSF1-HS-IP-1_S1_L001_R2_001.fastq.gz
 HSF1-HS-IP-2_S2_L001_R1_001.fastq.gz HSF1-HS-IP-2_S2_L001_R2_001.fastq.gz
 G2023_11_1_S1_L004_R1_001.fastq.gz G2023_11_1_S1_L004_R2_001.fastq.gz
 G2023_11_2_S2_L004_R1_001.fastq.gz G2023_11_2_S2_L004_R2_001.fastq.gz
 G2023_11_3_S3_L004_R1_001.fastq.gz G2023_11_3_S3_L004_R2_001.fastq.gz
 G2023_11_4_S4_L004_R1_001.fastq.gz G2023_11_4_S4_L004_R2_001.fastq.gz

Processed files:

s18_133_004_sorted_dedup_marked.bam_dedup_norm_coverage.bw
 s18_133_005_sorted_dedup_marked.bam_dedup_norm_coverage.bw
 s18_133_006_sorted_dedup_marked.bam_dedup_norm_coverage.bw
 18-088-001_hisat.bam_sorted.bam_coverage.bw
 18-088-002_hisat.bam_sorted.bam_coverage.bw
 18-088-003_hisat.bam_sorted.bam_coverage.bw
 18-068-002_S2_norm_coverage.bw
 18-068-004_S4_norm_coverage.bw
 18-068-006_S2_norm_coverage.bw
 18-068-008_S4_norm_coverage.bw
 G2020-27-1_hg19.bw
 G2020-27-2_hg19.bw
 G2020-27-3_hg19.bw
 G2020-27-4_hg19.bw
 G2020-27-5_hg19.bw
 G2020-27-6_hg19.bw
 G2020-27-7_hg19.bw
 G2020-27-8_hg19.bw
 G2020-27-9_hg19.bw
 G2020-27-10_hg19.bw
 G2020-27-11_hg19.bw
 G2020-27-12_hg19.bw
 HSF1-Cont-IP-1-S1-L001_sorted.bam_dedup_norm.bw
 HSF1-Cont-IP-2-S2-L001_sorted.bam_dedup_norm.bw
 HSF1-HS-IP-1-S1-L001_sorted.bam_dedup_norm.bw
 HSF1-HS-IP-2-S2-L001_sorted.bam_dedup_norm.bw
 G2023-11-1_dedup.bw
 G2023-11-2_dedup.bw
 G2023-11-3_dedup.bw
 G2023-11-4_dedup.bw

Peak files (where available)

G2020-27-1_hg19_peaks.narrowPeak
 G2020-27-2_hg19_peaks.narrowPeak
 G2020-27-3_hg19_peaks.narrowPeak
 G2020-27-4_hg19_peaks.narrowPeak
 G2020-27-5_hg19_peaks.narrowPeak
 G2020-27-6_hg19_peaks.narrowPeak
 G2020-27-7_hg19_peaks.narrowPeak
 G2020-27-8_hg19_peaks.narrowPeak
 G2020-27-9_hg19_peaks.narrowPeak
 G2020-27-10_hg19_peaks.narrowPeak
 G2020-27-11_hg19_peaks.narrowPeak
 G2020-27-12_hg19_peaks.narrowPeak
 HSF1-Cont-IP-1-S1-L001_sorted.bam_dedup_peaks.narrowPeak
 HSF1-Cont-IP-2-S2-L001_sorted.bam_dedup_peaks.narrowPeak
 HSF1-HS-IP-1-S1-L001_sorted.bam_dedup_peaks.narrowPeak
 HSF1-HS-IP-2-S2-L001_sorted.bam_dedup_peaks.narrowPeak
 G2023-11-1_peaks.narrowPeak
 G2023-11-2_peaks.narrowPeak
 G2023-11-3_peaks.narrowPeak
 G2023-11-4_peaks.narrowPeak

Genome browser session
 (e.g. [UCSC](#))

https://genome.ucsc.edu/s/Nsbio/Dastidar_2023_ChIP_peer_review

Methodology

Replicates

All ChIP-seq experiments were done on a minimum of two independent biological replicates. Cell cultures were grown at different times from freshly thawed freezer stocks and subjected to treatments independently.

Sequencing depth	Sequencing depth for each experiment and the numbers of mapped reads is specified in Supplementary File 1
Antibodies	See Antibodies section above for the description of antibodies used for ChIP.
Peak calling parameters	macs2 callpeak -t <bamfile> -f BAM --outdir <outbamfiledir> -g hs -q 0.01
Data quality	Data were validated by (i) visual examination of genome browser tracks at known positive control regions comparing our data to previously published data; (ii) Stress-dependent increase of signal in stress. Because HSF1 binding is stress-dependent, the number of peaks should be higher in stress and are observed to be several-fold higher (For each treatment series: MCF7 Replicate 1: untreated, HS, As, respectively, 2455, 11435, 15435 peaks for each sample; MCF7 Replicate 2: untreated, HS, As, respectively, 250, 16992, 11008 peaks. K562 Replicate 1: untreated, HS, As, respectively, 1553, 32504, 12942 peaks. K562 Replicate 2: untreated, HS, As, respectively, 7793, 56282, 42701 peaks. Our IgG libraries generated too little DNA (validating our washing conditions) and accordingly failed at the stage of PCR amplification. In regard to input, while we did not sequence sonicated input chromatin for these series, prior sequencing to the same depth of ~40M raw reads shows fewer than 100 peaks called with these parameters. (iii) High enrichment of HRE (recognized by HSF1) sequence motifs is retained throughout peak signal intensities. (iv) remote low intensity HSF1 peaks coincide with an independently observed increase in ATAC signal at the same location, indicating that the binding of HSF1 to these sites must have occurred while in cells and not due to artifacts of cell handling and/or cross-linking.
Software	Raw sequence files were adapter-trimmed using trimmomatic and aligned against the reference genome using hisat2. Following generation of bam files, they were used for peak calling with macs2.

How the deposited data were processed for this re-analysis (not part of the article)

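HSF1 occupancy was measured by ChIP-sequencing in MCF7 and K562 cells that were untreated (NHS), heat shocked at 42 °C for 60 min (HS) or treated with sodium arsenite for 60 min at 37 °C (As). Peak lists were used from 20 libraries, of which 18 are HSF1 libraries and 2 are MCF7 input libraries. The HSF1 libraries with the Enzo antibody are 3 each of MCF7 NHS and HS and 2 each of MCF7 As, K562 NHS, K562 HS and K562 As, and those with the SCBT polyclonal antibody are 2 each of MCF7 NHS and HS. The other 10 samples of the series were not used here. Replicate 3 of MCF7 NHS and HS was kept out of the main comparisons, as in the paper, and served as an alternative. The deposited treatment labels of replicate 3 and of the inputs go against their titles and the paper. Replicate 3 was mapped by title and Supplementary Data 1, and the treatment of the input chromatin was left open.

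Per the paper's methods, the authors trimmed reads with Trimmomatic, aligned them to hg19 with HISAT2 without splicing, scaled the HSF1 alignments to the library with the lowest coverage, removed blacklisted and zero-copy regions, marked duplicates with Picard and called peaks in each library with MACS2 at a q of 0.01 without an input control. The paper states scaling for HSF1 alignments and removal of blacklisted regions as the default for peaks. The lists of the polyclonal, replicate 3 and input libraries hold peaks on mitochondrial DNA and the other lists hold none. Versions of these tools are not given in the sources used here. The fold enrichment of a peak is the authors' ratio of the signal at the summit to the local background of the same library, as MACS2 computes it. The -log10 p and -log10 q of a peak were computed by the authors with MACS2 for that summit, and the score column was deposited by the authors as 10 times the -log10 q, rounded down. Lists were filtered and shortened by q. Fold enrichment was used to describe and rank peaks, and promoters were ranked by the lower fold enrichment of the replicates. No difference in the amount of bound HSF1 between libraries was drawn from it. The lists hold no read counts, so the precision of a single peak is not known, and the paper's aligned reads per library are given with each set of libraries.

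Peaks on chromosomes 1 to 22, X and Y were kept. Peaks were shared when they overlapped by at least 1 bp. Merged MCF7 sets held peaks of either replicate and merged K562 sets of HS and As held peaks of both, as the paper states, while NHS sets held peaks of either replicate. Promoters were 1000 nt on each side of the TSS of 19856 protein-coding genes of GENCODE 44 on GRCh 37. A heat shock element was a 13 bp sequence with 9 fixed bases and at most 1 mismatch, searched within 100 bp of the summit and, as a control, in the same window moved by 1000 bp. Promoter intervals moved by 100000 bp served as the control for promoter overlap.

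Comparisons of libraries used exact permutation of the library labels, two-sided for peak numbers within cell line and one-sided for the 35 splits of the 8 stimulated libraries into 4 and 4. The share of NHS peaks in HS peaks used exact sign flips over NHS libraries. Promoter and distal medians used 100000 resamples. Counts of peaks were compared with Fisher's or McNemar's exact test, and shares have Wilson 95% intervals. Peaks of a library are not independent replicates, so these last tests cover counting error alone. The planned Fisher tests of NHS peaks in exclusive peaks were run and are given without a p, since the definition of exclusive peaks fixes most of their outcome. The gene groups were HSP70 and HSP110 chaperones, HSP90 chaperones and co-chaperones, HSP40 and BAG co-chaperones, small heat shock proteins, chaperonins, ubiquitin and proteasome genes, metal and oxidative stress genes, immediate early and AP-1 genes, luminal breast genes, erythroid and myeloid genes, cytosolic ribosomal protein genes, markers of other cell types and genes named by the paper. Their members were fixed before the data were examined. The Fisher tests of the first 12 groups in 6 conditions were adjusted together by the Benjamini-Hochberg method over 72 tests, of which 29 had an adjusted p under 0.05. The genes named by the paper were not part of that adjustment.

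Genes were named by a fixed rule. Named are the genes the paper names or lists, up to 4 members of each gene group with the highest fold enrichment in the weaker replicate, and for each comparison up to 10 promoters with a peak in all replicates of one group and none of the other and up to 5 with a peak in all replicates of both, ranked in the same way. The strongest promoter of each condition was added after the data were seen. The tests of gene groups, of the AP-1 sequence, of differences in motif share between groups of peaks, of rank correlations by split, of the common sites and of As-As pairs were also added then.

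Alternatives were a q of 1e-05 or less, an overlap of 50% of the shorter peak, removal of peaks that overlap an input peak, exchanged merging rules, each replicate left out, replicate 3 added, lists shortened to their 11008 strongest peaks, a window of 50 bp around the summit and the replicate number as a block. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The count of sites exclusive to one group was tested on simulated data of 8 libraries, in which 673 of 800 and 265 of 300 simulated exclusive sites were found. In the same simulation the true split ranked 1 of 35 by the Jaccard index, and the count itself was not ranked over splits. The simulated lists were close to each other in length, unlike the lists of the data. Read-level signal, the paper's correlation of signal tracks and activated gene sets other than the genes activated by HS in K562 cells were not used here.

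The Reporting Summary lists NHS, HS and As of one line and replicate number as 1 treatment series, and does not say whether a series shares a day. Replicate 1 deviated from its group mean log2 number of peaks by 1.65 in NHS, -0.29 in HS and 0.24 in As of MCF7 cells, which do not move together, and by -1.16, -0.40 and -0.86 in K562 cells, which do. The Jaccard index was 0.334 for 12 pairs of libraries of the same number and 0.325 for 12 pairs of other numbers. The replicate number as a block was an alternative and not the main setting.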

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

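The tests of sequencing depth, of input pileups in the NHS replicates, of blacklisted regions and of weak peaks in HS replicates 1 and 2 were chosen only after the result was seen, and the other tests below were not.

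A signal was found in polyclonal NHS libraries of MCF7 cells, whose peak locations the paper does not analyse. Of the peaks outside input peaks, 11 of 22 in replicate 1 (50%) and 374 of 427 in replicate 2 (87.6%) lay in HS peaks of the Enzo antibody, against 5 of 139 and 19 of 831 of the peaks present in one input library alone.

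MCF7 NHS replicates 1 and 2 held 2455 and 250 peaks. Sequencing depth is argued against by the paper's reads, of which replicate 1 had 0.336 times as many as replicate 2, and pileups by the 1.35% of the 2221 peaks absent from replicate 2 that overlapped an input peak. Of these 2221 peaks, 2133 (96.0%) lay in peaks of HS replicate 2, at a median percentile of 90.0 by fold enrichment (quartiles 79.1 and 95.7). A higher occupancy of the same strong sites in the cells of replicate 1 may therefore account for the difference. A higher yield of that ChIP, after the authors scaled both libraries to one coverage, was not tested and stays open.

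MCF7 cells had 58 NHS-only peaks. HRE-directed binding that HS removes is argued against by their share with an HRE, which was -61.7 percentage points from that of the NHS peaks also in HS, and a signal of one library by the 69.0% (40 of 58) that overlapped a peak of NHS replicate 3 or a polyclonal NHS library. Nonspecific pileups stay open, since 22.4% (13 of 58) overlapped an input peak and 29 of the other 45 were found in those further NHS libraries. Of the 58 peaks, 21 were also found in MCF7 As, 30 in K562 NHS and 49 in HS replicate 3.

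The list of MCF7 HS replicate 3 holds more peaks than the paper counts for it. Input peaks stood in for a blacklist and left 47079 of its peaks, but with 2487 input peaks in all this test could not have removed enough, so blacklisted regions stay open. Past the 20000 strongest peaks by q, 11.0% of the other 27982 peaks were found in HS replicates 1 or 2, against 73.0% of the strongest, a ratio of 0.151. HS replicates 1 and 2, each cut at the same share of its own list, gave ratios of 0.840 (25.1 M reads) and 0.394 (44.1 M reads) against each other, with 104.4 M reads in replicate 3 (M, 1e6 reads). These ratios are not alike, since replicate 3 was compared with both other lists and replicates 1 and 2 with 1 list each. No trend with reads was therefore drawn from them. The number of peaks rose with reads in these 3 libraries. Weak peaks from greater depth stay open, and no biological explanation was tested.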

How the results depend on the processing

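The tests with peaks of both replicates in both lines, with NHS peaks of both replicates, with replicate 3 added to the share of NHS peaks in HS peaks, with a strict q for promoter counts and with the AP-1 sequence were chosen only after the result was seen.

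Over 37 results and 128 alternatives, 99 alternatives left the result on its side of the threshold, within its spread or, for counts without a test, within 1.5 times the main count. The 99 include the alternatives of the tests of NHS peaks in exclusive peaks, whose outcome the definition of these peaks mostly fixes. Tests across many peaks, with a p far below 0.05 in the main setting, are also among them. The 99 are therefore not a measure of stability. For the number of HS peaks over NHS in MCF7 cells (log2 2.22 to 6.09 without a replicate) and the share of NHS peaks in HS peaks of the same line (23.6 to 26.6 points without a replicate), no p can pass 0.05, so these alternatives show a kept direction and not stability. A stricter q changed peaks common to both lines in HS from 31.7% to 31.8%, and shortened lists gave 32.2%. These small changes counted as moved only because the spread used, the SD of the single replicates, was 0.0556. For HS and As of K562 cells that SD was 12.9, and it does not measure the spread of a merged value. Shortened lists moved peaks common to HS and As in K562 cells to 50.5%. They also reversed the split by stimulus in peak overlap, from -0.00302 to 0.0580 (exact permutation p = 0.0571, one-sided). Exchanged merging rules moved peaks common to HS and As in K562 cells to 55.0%, peaks common to both lines to 13.9% in HS and 19.9% in As, and NHS-only peaks to 14 in MCF7 and 750 in K562 cells. Peaks of both replicates in both lines gave 21.1% in common in HS. NHS peaks of both replicates left 3 NHS-only peaks in MCF7 and 10 in K562 cells. Replicate 3 moved peaks common to HS and As in MCF7 cells to 31.8% and NHS-only peaks to 463. The cause was not tested for any of these.

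Without a replicate, peaks common to HS and As were 49.2% to 50.1% in MCF7 and 36.8% to 55.0% in K562 cells, peaks common to both lines 21.7% to 21.8% in HS and 21.2% to 41.4% in As, peaks common to both antibodies 72.6% to 74.4%, and NHS-only peaks 20 to 70 in MCF7 and 13 to 769 in K562 cells. The log2 number of peaks in stimulated over NHS libraries was then 3.08 to 4.21 (exact permutation p = 0.111, two-sided) and the split by cell line in peak overlap 0.122 to 0.311 (exact permutation p = 0.333, one-sided), and neither p can be smaller with so few libraries. With the replicate number as a block the split by cell line was 0.216, with an exact permutation p of 0.111 (one-sided), the smallest of that design. For the As-As pairs in shortened lists, the block took the exact permutation p from 0.0278 to 0.0625 (one-sided). It changed no other call among the results run with it, and in peak numbers of stimulated over NHS libraries it gave an exact permutation p of 0.0123 (two-sided).

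The HRE share stayed higher at MCF7 summits than in moved windows with 50 bp, the only alternative run for it. The AP-1 difference between HS-only and As-only peaks of MCF7 cells kept its direction under every alternative run. So did the difference in the share of NHS peaks between HS peaks of the same and the other line. The sites exclusive to one line are a count without a direction, which numbered 2785 to 3811 over the alternatives. Read counts per peak were not used here, so what depth limits was not measured. Reads and peak numbers did not rank alike in MCF7 NHS, where 25.8 M reads gave 2455 peaks and 76.9 M gave 250 (M, 1e6 reads).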

Differences from the paper's values

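The tests with NHS peaks limited to those in both replicates were chosen only after the result was seen.

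The paper gives about 286 K HREs in the genome in the legend of Fig. 5a, found with a HOMER motif, while 956 K (955784) were found here with at most 1 mismatch and 45094 with none. The definitions differ, and no alternative for this number was set before the data were examined.

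NHS-only peaks of K562 cells number about 10 in Fig. 6a, read by eye, and 1463 here. Of the alternatives set before the data were examined, leaving out replicate 2 (13 peaks) gave no difference, while a q of 1e-05 or less (1215), an overlap of 50% of the shorter peak (1495), removal of input peaks (1423), exchanged merging rules (750) and leaving out replicate 1 (769) did not close it. With NHS peaks present in both replicates, a setting chosen after seeing the values and the rule that the paper's methods state for K562 cells, 10 peaks were NHS-only. The HS peaks without an NHS peak then numbered 30360, which matches the legend of Fig. 6b, against 25462 with NHS peaks of either replicate. The paper's own K562 NHS-only peaks are not listed in the sources used here, so those dropped could not be counted.

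For MCF7 replicate 3, the parts of Supplementary Fig. 1b add up to about 980 NHS peaks and about 20000 HS peaks, read by eye, while the lists used here hold 5434 and 47982. NHS-only peaks of replicate 3 number about 40 in Supplementary Fig. 6a, read by eye, and 461 here. No alternative was set for these numbers before the data were examined.

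The paper puts over 80% of HSF1 peaks in intergenic regions, a term the legend of Fig. 2e uses for peaks outside promoters. In that sense the value here was 91.5% of the MCF7 HS peaks, which is not a difference from the paper. Only in the narrower sense that leaves out gene bodies was the share lower, with 44.1% between genes and 47.5% in gene bodies.

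Of the 23 HSP genes of Supplementary Fig. 3a, 21 had the binding status that the figure gives. *HSPE1-MOB4*, marked as bound in As alone, and *HSP90AA1*, marked as unbound, had a promoter peak in HS and As. Of the 22 genes of Supplementary Fig. 3b, 16 had the same status. *HSPB9*, *HSP90AA1*, *HSPB2* and *HSPE1-MOB4*, marked as unbound, had a peak in HS and As, though in As the peak at *HSPB9* and *HSPB2* was in 1 replicate alone, *HSPA14*, marked as unbound, had one in HS, and *HSPA5*, marked as bound in HS, had none in the merged K562 sets. The promoter intervals printed in Supplementary Data 3 gave the same statuses for these genes.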

Other observations

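The test of list length was chosen only after the result was seen, and the bound on the share of splits was written after it, while the count of splits was planned.

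In K562 cells, 291 promoters had a peak in both HS replicates and in neither As replicate. *SHISAL2A* had a fold enrichment of 20.3 ± 2.84 (SD, n = 2), *RASA2*, a GTPase-activating protein of Ras, 19.0 ± 1.39 (SD, n = 2), *LRRC41* 18.1 ± 0.316 (SD, n = 2) and *CLGN*, a chaperone of the endoplasmic reticulum, 17.5 ± 1.04 (SD, n = 2). At 19 promoters the peak was in both As replicates and in neither HS replicate, such as *VASN* at 10.3 ± 4.47 (SD, n = 2) and *AP2M1*, a subunit of the clathrin adaptor, at 8.55 ± 2.21 (SD, n = 2). Replicate 2 set against replicate 1 gave 1165 such promoters, more than the 310 of HS against As, which points to the larger lists of replicate 2. Between NHS and HS of K562 cells, 1281 promoters had a peak in both HS replicates alone and none in both NHS replicates alone, and the highest other division gave 517.

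Promoters of 1760 genes that the paper calls activated by HS in K562 cells had a K562 HS peak in 661 cases (37.6%), against 13.7% of all 19856 promoters and 86 (4.89%) of the same intervals moved by 100000 bp (McNemar's exact test against the moved intervals, two-sided, p = 1.5e-128). The moved intervals are a control for overlap by position and not for promoters that are not activated. A K562 As peak was present at 477 of the 1760 promoters (27.1%, against 7.56% of all 19856). For a K562 NHS peak it was 441 (25.1%, against 12.1%) and for an MCF7 HS peak 458 (26.0%, against 8.48%). The higher share at these promoters was therefore not particular to K562 HS peaks. Of 12 genes named by the paper that have a promoter interval, 9 had a peak in MCF7 NHS, 8 in MCF7 HS, 8 in MCF7 As, 9 in K562 NHS, 8 in K562 HS and 9 in K562 As. The HRE lay at 85.8% of the K562 peaks common to HS and As, 69.2% of the HS-only and 73.1% of the As-only peaks.

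Of the 1463 NHS-only peaks of K562 cells, 1454 were found in NHS replicate 2 and 19 in replicate 1, 688 overlapped a peak of HS replicate 2, 41 overlapped an MCF7 input peak and 959 lay at promoters. The MCF7 NHS-only peaks shared 22 of their locations. Among the MCF7 NHS-only peaks with a low fold enrichment were *PPM1D* at 2.49 and *RPS6KB1* at 2.58 on chromosome 17 and *PFDN4* on chromosome 20. Copy number in these parts of the MCF7 genome was not tested.

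Sites present in all stimulated libraries of one cell line and in none of the other numbered 3810. Only 1 split of 35, the split by cell line itself, gave as many, which is a share of 0.0286 and the smallest possible. The highest other split gave 901. With lists of equal length the sites numbered 2785. These counts argue against chance only if each library counts as independent. With each treatment series of the Reporting Summary kept whole, the splits are too few for a share under 0.05.

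As libraries of both lines shared more locations with each other than the other pairs between lines did. Length of the lists was tested as the explanation, and with lists of equal length the difference was 0.0881. With 1 library of each replicate number kept in each line as a block, the As-As pairs ranked 1 of 16 (exact permutation test, one-sided, p = 0.0625, the smallest p possible). That arsenite may select sites that both lines have in common is therefore a hypothesis, found and tested on the same libraries, that holds at 0.05 only if every library counts as independent.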
